# Large-Scale microRNA Expression Profiling Identifies Putative Retinal miRNA-mRNA Signaling Pathways Underlying Form-Deprivation Myopia in Mice

**DOI:** 10.1371/journal.pone.0162541

**Published:** 2016-09-13

**Authors:** Andrei V. Tkatchenko, Xiaoyan Luo, Tatiana V. Tkatchenko, Candida Vaz, Vivek M. Tanavde, Sebastian Maurer-Stroh, Stefan Zauscher, Pedro Gonzalez, Terri L. Young

## Abstract

Development of myopia is associated with large-scale changes in ocular tissue gene expression. Although differential expression of coding genes underlying development of myopia has been a subject of intense investigation, the role of non-coding genes such as microRNAs in the development of myopia is largely unknown. In this study, we explored myopia-associated miRNA expression profiles in the retina and sclera of C57Bl/6J mice with experimentally induced myopia using microarray technology. We found a total of 53 differentially expressed miRNAs in the retina and no differences in miRNA expression in the sclera of C57BL/6J mice after 10 days of visual form deprivation, which induced -6.93 ± 2.44 D (p < 0.000001, n = 12) of myopia. We also identified their putative mRNA targets among mRNAs found to be differentially expressed in myopic retina and potential signaling pathways involved in the development of form-deprivation myopia using miRNA-mRNA interaction network analysis. Analysis of myopia-associated signaling pathways revealed that myopic response to visual form deprivation in the retina is regulated by a small number of highly integrated signaling pathways. Our findings highlighted that changes in microRNA expression are involved in the regulation of refractive eye development and predicted how they may be involved in the development of myopia by regulating retinal gene expression.

## Introduction

Myopia is the most common vision disorder and a leading cause of visual impairment worldwide [1]. The prevalence of myopia has increased from 25% to 44% of the adult population in the United States in the last 30 years [2], and reached more than 80% of young adults in many parts of East Asia [3, 4]. In addition to its direct impact on visual acuity and quality of life, myopia is a major risk factor for potentially blinding ocular disorders such as cataract, glaucoma, retinal detachment, and myopic maculopathy, and represents one of the leading causes of blindness [5–7].

Postnatal refractive eye development is a tightly coordinated process, which is regulated by visual input [8]. Visual experience modulates ocular growth during early postnatal period and drives it towards sharp vision (i.e., perfect match between the eye’s optical power and its axial length) in a process called emmetropization [9]. During emmetropization, optical defocus evokes a signaling cascade that originates in the retina, propagates through other ocular tissues (i.e., retinal pigment epithelium and choroid), and results in scleral wall remodeling with increased eye growth. This signaling is associated with large-scale changes in gene expression in all ocular tissues, which was extensively studied at the mRNA level in several animal models of myopia [10–17]. Although these studies established that modulation of gene expression plays an important role in refractive eye development, non-coding transcriptome changes underlying refractive eye development have been largely unexplored.

MicroRNAs (miRNAs) are small non-coding RNAs that direct post-transcriptional regulation of gene expression by either facilitating degradation of their target mRNAs or suppressing mRNA translation [18–20]. MiRNAs often serve as nodes in signaling networks and modulate many cell activities, including cell proliferation, cell differentiation, metabolism, and synaptic function [21–24]. The potential influence of miRNAs on various biological processes is immense, as at least 50% of all coding genes are thought to be regulated by 1193 annotated miRNAs in mice and 1881 miRNAs in humans [22, 23, 25]. Insights into the full range of biologic functions of miRNAs are recent, and their involvement in disease has generated significant interest due to strong potential for therapeutic development [24, 26, 27].

MiRNA transcriptomes have been profiled in several ocular tissues [28] and miRNAs have been found to be expressed in the cornea, lens, retina, retinal pigment epithelium (RPE), and sclera of both embryonic and adult eyes [29–36]. A growing number of studies have shown that miRNAs play key roles in regulating both eye development and eye diseases [32, 34, 37–55]. For example, miR-96, miR-183, miR-1, and miR-133 have been implicated in retinitis pigmentosa [49], while miR-31, miR-150, and miR-184 have been associated with choroidal neovascularization [50] and diabetic retinopathy [51]. Mutations in miR-184 cause EDICT syndrome, familial keratoconus with cataract, and sporadic keratoconus [52, 53]. Mutations in the binding site of miR-328 within 3’-UTR of a myopia-causing gene *Pax6* were also shown to be associated with high myopia in a Chinese cohort [54, 55], suggesting that miRNAs play an important role in refractive eye development as well.

In the current study, we performed large-scale miRNA expression profiling in a mouse model of form-deprivation myopia and discovered extensive changes in miRNA expression in the myopic retina. The identified differentially expressed miRNAs were used to perform analysis of the miRNA-mRNA interaction networks in the myopic retina using a database of mRNAs differentially expressed in the myopic eye. This analysis revealed multiple mRNA targets for differentially expressed miRNAs and putative signaling pathways involved in the development of myopia.

## Materials and Methods

### Animals

C57BL/6J mice were obtained from the Jackson Laboratory (Bar Harbor, ME) and were maintained as an in-house breeding colony. C57BL/6J mice were recently shown not to have Rd8 mutation causing retinal degeneration in C57BL/6N mice [56]; however, C57BL/6J mice are known to have a relatively high incidence of microphthalmia, which affects from 4.4% to 10% of animals [57, 58]. Therefore, animals were screened for the presence of microphthalmia and other ophthalmic abnormalities such as corneal opacities and anterior polar cataracts often associated with this condition [59]. Each animal was first examined visually, which is often sufficient to identify animals with microphthalmia or cataract. If no anomalies are identified after visual examination, eyes were examined under the dissecting microscope and using handmade slit lamp. This was followed by the examination of the pupil image with the photorefractor. Animals found to have microphthalmia, corneal opacities or cataract were removed from the study (~10% in our colony). All procedures adhered to the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research and were approved by the Columbia University Institutional Animal Care and Use Committee.

### Induction of Form-Deprivation Myopia

Visual form deprivation (VFD) was induced in 12 mice by applying a unilateral frosted hemispherical plastic diffusers over the right eyes as previously described [60]. Briefly, frosted hemispherical plastic diffusers were hand-made using caps from 0.2 ml PCR tubes (Molecular BioProducts, San Diego, CA) and rings made from medical tape (inner diameter 6 mm; outer diameter 8 mm). A cap was frosted with fine sandpaper and attached to a ring with Loctite™ Super Glue (Henkel Consumer Adhesives, Avon, OH). On the first day of the experiment (P24), animals were anesthetized via intraperitoneal injection of ketamine (90 mg/kg) and xylazine (10 mg/kg), and diffusers were attached to the skin surrounding the right eye with several stitches using size 5–0 ETHILON™ microsurgical sutures (Ethicon, Somerville, NJ) and reinforced with Vetbond™ glue (3M Animal Care Products, St. Paul, MN). The contralateral untreated left eyes were used as control. Toenails were covered with adhesive tape to prevent mice from removing the diffusers. Animals recovered on a warming pad and were then housed in transparent plastic cages for the duration of the experiment (10 days). A control group comprised of 8 age-matched C57BL/6J mice was maintained under the same experimental conditions as experimental group, but without VFD.

### RNA Extraction

After 10 days of visual form deprivation, mice were euthanized following the approved experimental protocol. Both myopic and control eyes were enucleated, cleaned by removing surrounding tissues and the crystalline lens, retina and sclera were dissected, snap-frozen in liquid nitrogen and stored in RNA*later*®-ICE (Life Technologies, Grand Island, NY). In order to obtain sufficient amount of tissue for RNA isolation, the retinas or scleras from three myopic or control eyes were pooled for RNA extraction. Three replicates (3 eyes per replicate) were processed in parallel. Total RNA was isolated from the retina and sclera samples using mirVana^TM^ miRNA isolation kit (Life Technologies, Grand Island, NY) according to the manufacturer’s instructions. RNA concentration was measured using NanoDrop 8000 spectrophotometer (Thermo Scientific, Wilmington, DE). The quality of the total RNA was assessed using Agilent RNA 6000 Nano kit and 2100 Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA) following the manufacturer’s instructions.

### MicroRNA expression profiling and microarray data analysis

MiRNA expression profiling was carried out at the Microarray Core Facility of the Duke University Institute for Genome Sciences and Policy (IGSP) using Agilent Mouse microRNA Microarray (release 15.0) (Agilent Technologies, Santa Clara, CA). MiRNA labeling, hybridization and washing were carried out according to the manufacturer’s recommendations. Following hybridization, microarrays were scanned on a DNA microarray scanner (Agilent G2565BA) and features were extracted using the Agilent Feature Extraction (AFE) image analysis tool (version A.9.5.3) with default protocols and settings. Gene expression data were analyzed using Partek Genomics Suit 6.6. Data were adjusted to bring the minimal signal to 0.5, normalized using quantile normalization procedure, and log2-transformed. This was followed by the removal of absent features and outliers. The normalized data were then analyzed using ANOVA to identify the differences in miRNA expression levels between myopic and control eyes. Differentially expressed miRNAs were identified using an FDR-adjusted *P*-value threshold of 0.05 and a cutoff of 2-fold change in expression. Differential expression was calculated as fold change (FC, myopic samples vs control).

### Analysis of miRNA-mRNA Signaling Pathways

To identify biologically relevant miRNA-regulated genetic networks, differentially expressed miRNAs were analyzed using QIAGEN’s Ingenuity Pathway Analysis (IPA^®^) software and database (QIAGEN, Redwood City, CA). Putative mRNA targets were identified for the differentially expressed miRNAs, and then the mRNAs were filtered using published datasets of mRNAs differentially expressed in the myopic retina [10, 13, 14, 61, 62]. Mouse orthologs of mRNAs found to be differentially expressed in the species other than mouse were identified using Ensembl Compara [63]. The list of miRNAs and their associated target mRNAs were then subjected to core functional analysis in IPA^®^ that uses ~1.5 million microRNA targeting interactions from sources including miRecords, TarBase, TargetScan, Ingenuity Expert findings and Ingenuity ExpertAssist findings to identify the miRNA-mRNA target relationships. Specifically, TargetScanMouse 6.2 [64], which was integrated with the latest versions of miRBase [65] and RefSeq [66, 67] databases, was used to identify mRNA targets. The stringency level for miRNA-mRNA interactions was set at “High (predicted)” or “Experimentally Observed”. “High (predicted)” confidence level was assigned to the relationships between a highly conserved microRNA and at least one conserved site on the targeted mRNA with the total TargetScan context score of -0.4 or less, which indicated that the microRNA was predicted to repress the expression of its mRNA target to at least 40% of the "normal" level. The “Experimentally Observed” targeting interactions were high quality manually curated miRNA-mRNA interactions with documented experimental support for each interaction. The homolog adjustment was applied to all miRNAs, which represent the miRNA families that share the same seed region, and IPA^®^ mouse miRNA cluster symbols were used in the network images for each miRNA. Significant and enriched networks and Gene Ontology categories were obtained using the Fisher's exact test with a *P*-value threshold of 0.05.

## Results

### MicroRNA expression profiling in the mouse form-deprivation myopia

To examine potential involvement of miRNAs in the development of myopia, we analyzed miRNA expression in a mouse model of myopia. Twelve P24 C57BL/6J mice were subjected to monocular visual form deprivation (VFD). After 10 days of VFD, we detected a myopic shift in refraction in the deprived eyes of -6.93 ± 2.44 D (p < 0.000001, n = 12) relative to the control eyes (Fig 1). The difference in the interocular difference (OD-OS) between the VFD group and control group was also statistically significant (F(1, 18) = 49.936, p < 0.000001). A large-scale miRNA expression profiling was performed in the retina and sclera of the VFD mice using Agilent mouse microRNA microarrays which contained 627 mature mouse and 39 mouse viral miRNAs. This profiling revealed that a total of 53 miRNAs were differentially expressed (FC ≥ 2.0; FDR-adjusted p < 0.05) in the myopic retina compared to the contralateral control retina, whereas no differentially expressed miRNAs were identified in the sclera (Fig 2; Table 1). 

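The profiling data comprised 12 microarrays, with 3 arrays each for the control retina, the myopic retina, the control sclera and the myopic sclera. Each array was hybridized with fluorescently labeled RNA from a pool of 3 eyes. The myopic eyes had worn a diffuser, which blurs the retinal image, for 10 days, and the contralateral eyes of the same age (34 days) served as controls. Each slide carried 1 array of each group. Each group occupied the same position on all 3 slides, so that position and group cannot be told apart. On arrays of this type every miRNA is measured by several short probes printed as repeated spots, and the image analysis software adds up the signals of the detected probes into the total gene signal. A miRNA without a detected probe is listed at a signal of 0.1. The arrays carried 1937 probes for 696 mouse miRNA names. The number of miRNAs detected was 372, 362 and 353 on the control retina arrays 1, 2 and 3, and 399, 401 and 376 on the corresponding myopic retina arrays. It was 310, 317 and 274 in the control sclera and 317, 290 and 296 in the myopic sclera. No miRNA spot was saturated, and the number of arrays limits the precision.

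The methods of the paper name an adjustment to a minimal signal of 0.5, quantile normalization and log2 transformation. The adjustment was taken here as a floor, so that total gene signals below 0.5 were set to 0.5, then quantile normalized over the 12 arrays and log2-transformed, so that an undetected miRNA stands at -1. The methods also name the removal of absent features and outliers without defining them. Here, the 253 miRNAs detected on no array were left out, which left 443, and no outliers were removed. All 12 arrays were fitted together with limma, a linear model in which the spread of each miRNA is moderated toward that of the others, and p-values were adjusted by the Benjamini-Hochberg procedure over the 443 miRNAs. A miRNA was called differentially expressed at an adjusted p-value under 0.05 and a fold change of at least 2. The floor has the largest part in the values of miRNAs detected on only some arrays: the lowest detected signal on any array was 2.41, and a miRNA just below detection is treated like one that is far below it. Quantile normalization gives all arrays the same distribution, although more miRNAs were detected in the myopic than in the control retina.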

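Of the 443 miRNAs tested, 1 was called between the myopic and the control retina by limma. This miRNA, mmu-miR-145-5p, had a quantile-normalized signal of 2.85 ± 0.86 (log2, SD, n = 3 pools) in the control retina and was not detected in any of the 3 myopic pools. Its fitted log2 fold change was -3.85 (standard error 0.37, adjusted p = 9.2e-04, lower in 3 of 3 pairs of pools). Since the myopic signal was below detection, the size of the fitted change is set by the floor. Across 23 other settings, mmu-miR-145-5p was called in 18, and its adjusted p-value ranged from 6.4e-08 to 0.52. At an unadjusted p-value under 0.05 with the same fold change, 78 miRNAs passed, of which 58 were higher and 20 lower in the myopic retina. The alternative that moved the number of calls most was a weight for each array estimated from its spread, with 146 calls. The number also depended on single arrays, with 122 calls without retina control 1 and 13 calls without retina myopia 3.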

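In the sclera, limma called 0 of the 443 miRNAs. An unadjusted p-value under 0.05 was reached by 13 miRNAs, and 3 of these also had a fold change of at least 2. The methods' linear model without moderation of the spread also called 0, as did a test restricted to the sclera arrays. With array weights there was 1 call, mmu-miR-592-5p, a miRNA singled out after its values were seen. Leaving out sclera control 2, sclera control 3 or sclera myopia 1 gave 1 call each. The difference between the tissues was tested as an interaction in the same fit, which compares the change in the retina with the change in the sclera. This test called 1 miRNA, mmu-miR-145-5p, with a difference in log2 fold change of -3.56 (standard error 0.52, adjusted p = 0.030, same direction in 3 of 3 sets of pools). With the pool number as a replicate block, the adjusted p-value of this difference was 0.067 and there were 0 calls. The size of the difference rests on the floor in the myopic retina. It was 0.03 with processed spot signals and 0.08 with normexp background correction, and it was not called with the authors' processed values (adjusted p = 0.21). Over its 27 alternatives the adjusted p-value ranged from 2.6e-06 to 0.98, and the call was lost in 6 of the 12 fits that leave out 1 array (without retina control 2, sclera control 1, retina myopia 1, retina myopia 2, sclera myopia 2 or sclera myopia 3, with adjusted p-values from 0.082 to 0.41).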

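The 53 miRNAs of Table 1 were selected by the authors on these same arrays. In the values computed here, all 53 changed in the direction given in Table 1. The log2 fold changes of the up-regulated miRNAs ranged from 1.04 to 5.05 with a median of 2.35. Of these, 6 were not detected on any control retina array, and the median was 2.08 with these at their bounds. The down-regulated miRNAs ranged from -3.85 to -0.84 with a median of -1.32, or -1.24 with mmu-miR-145-5p at its bound. A fold change of at least 2 was reached by all 37 up-regulated and by 13 of the 16 down-regulated miRNAs. All 53 had an unadjusted p-value under 0.05 in limma's test. Adjusted over the 443 miRNAs, 1 of the 53 was called, and the adjusted p-values of the others lay between 0.041 and 0.17. Adjusted over the list alone, 50 were called, which is not independent evidence because the list was chosen on these arrays. Another scaling changed the down-regulated miRNAs. With quantile normalization, the median log2 change of the 329 miRNAs detected on all 6 retina arrays was -0.22, and it was -0.02 when each array was scaled by its 75th percentile over the miRNAs detected on all arrays. Under that scaling, the 15 down-regulated miRNAs other than mmu-miR-145-5p had a median of -0.22, 13 of them were lower in the myopic retina, and none reached a log2 fold change of -1. The 37 up-regulated miRNAs were higher in the myopic retina under each scaling tested, but their sizes depended on the processing. Their median was 2.96 with 75th percentile scaling, where 36 reached a fold change of 2. With the floor at the lowest detected signal of each array it was 1.67, and 30 reached it. With normexp background correction, which adds an offset of 50 to all signals, it was 0.29 and 0 reached it.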

Thirty seven out of the 53 miRNAs were up-regulated and 16 out of the 53 miRNAs were down-regulated in the myopic retina (Fig 2; Table 1). Analysis of differential expression of these 53 miRNAs in the retina versus sclera revealed that 18 miRNAs were equally expressed in both retina and sclera, whereas 20 miRNAs were upregulated in the retina versus sclera and 15 were upregulated in the sclera versus retina (Fig 3; S1 Fig; S1 Table). 

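The comparison was made between the control retina and the control sclera, with 3 arrays each. Of the 53 miRNAs, 19 were called higher in the retina, 15 were called higher in the sclera and 19 were not called. The miRNAs higher in the retina included 16 that were up-regulated and 3 that were down-regulated in the myopic retina. Those higher in the sclera included 2 up-regulated and 13 down-regulated miRNAs. The number higher in the retina was 11 without retina control 1, without retina control 2 or without any 1 of the 3 sclera controls, and 22 without retina control 3. It was 31 when all 6 retina arrays were compared with all 6 sclera arrays. Both comparisons use the same control retina arrays, which ties their chance values together. In 100 simulated sets of unchanged myopic retina arrays, a list of the same make-up held on average 14.5 miRNAs higher in the retina (range 6 to 22) and 8.05 higher in the sclera (range 2 to 12). The observed number for the retina lies within the simulated range, and that for the sclera lies above it. By direction, the simulated lists held 3 to 13 up-regulated miRNAs higher in the retina and 0 to 5 down-regulated miRNAs higher in the sclera, and both observed numbers lie above these ranges. The simulation took the spread of each miRNA singly. In the arrays, the 37 up-regulated miRNAs shared a profile, with 94.5% of their variance in the first principal component. Where miRNAs move together by chance, the simulated ranges are too narrow, so no excess over chance is concluded.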

Although the majority of the differentially expressed miRNAs originated from different miRNA clusters, mmu-miR-429-3p and mmu-miR-200a-5p belonged to the same cluster (MID < 5 kb) on chromosome 4 and were both up-regulated in myopic retina, while mmu-miR-145-5p and mmu-miR-143-3p localized within the same cluster (MID < 5 kb) on chromosome 18 and were both down-regulated in myopic retina (Table 1) [68]. 

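In the array annotation (mouse build mm9), the probes of mmu-miR-429-3p match chromosome 4 from 155428067 to 155428085 and those of mmu-miR-200a-5p from 155429026 to 155429041, with 941 bases between them. The probes of mmu-miR-145-5p match chromosome 18 from 61807494 to 61807507 and those of mmu-miR-143-3p from 61808894 to 61808909, 1387 bases apart. A gene annotation of this build was not used here, so that the host transcripts are not given. Mmu-miR-429-3p was detected in 3 of 3 myopic and 1 of 3 control retina pools. Its log2 fold change was 3.22 (standard error 1.14, adjusted p = 0.13 from limma, higher in 3 of 3 pairs), and without retina control 1, the only control pool in which it was detected, it was called (adjusted p = 0.0025), with a size and a p-value that rest on the floor. Mmu-miR-200b-3p, grouped with mmu-miR-429-3p by seed in Table 1, went the other way. It was detected in 1 of 3 control and 0 of 3 myopic pools (log2 change -1.38, standard error 1.05, adjusted p = 0.41 from limma). Mmu-miR-200a-3p, the other arm of mmu-miR-200a-5p, was detected on 0 of the 6 retina arrays. Both were looked at after the values were seen, and a joint rise of all these miRNAs was not seen. Mmu-miR-143-3p was detected in all 6 retina pools at 4.93 ± 0.28 (log2, SD, n = 3) in the myopic and 5.89 ± 0.78 (SD, n = 3) in the control retina. The change of -0.96 (standard error 0.36, adjusted p = 0.15, lower in 3 of 3 pairs) stayed under the threshold. It was -1.37 with an adjusted p-value of 0.0057 without retina control 1, and -0.45 with 75th percentile scaling.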

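The miRNAs with the largest changes in Table 1 were each measured on the 6 retina arrays. The largest increase was that of mmu-miR-1947-5p, whose probes match chromosome 16 (mm9) from 33105468 to 33105482. It was at 6.32 ± 0.17 (log2, SD, n = 3) in the myopic retina and at 1.27 ± 3.93 (SD, n = 3) in the control retina, where it was detected in 1 of 3 pools. Its log2 fold change was 5.05 with a standard error of 1.50. In limma's test the adjusted p-value was 0.134. The 3 pairs of pools differed by 0.55, 7.47 and 7.14, so that most of the spread came from control pool 1, which stood close to the myopic pools. The same held for mmu-miR-200a-5p (log2 fold change 4.38, standard error 1.23), mmu-miR-141-5p (3.89, standard error 0.91) and mmu-miR-1936 (3.74, standard error 0.91), each detected in all 3 myopic pools and only in control pool 1. Mmu-miR-465b-5p, mmu-miR-214-5p, mmu-miR-466f-5p, mmu-miR-669o-5p and mmu-miR-18b-5p were detected in all myopic pools and in control pools 1 and 2. Their log2 fold changes were 3.64, 3.66, 3.41, 3.44 and 3.36, with standard errors of 1.29, 1.48, 1.11, 1.38 and 1.32. Each of these 9 miRNAs was higher in the myopic pool in 3 of 3 pairs, and their adjusted p-values lay between 0.134 and 0.151. Without retina control 1 all 9 were called, and mmu-miR-214-5p had the largest adjusted p-value, at 5.27 (adjusted p = 0.0081). For the 4 miRNAs detected only in control pool 1, no detected control is then left, so that their sizes and p-values rest on the floor. For the other 5, control pool 3 still stands at the floor. With array weights all 9 were called as well, but the weight was 7.91 for control 2, against 0.079 for control 1 and 0.25 for control 3. The weighted control mean thus rests largely on control 2, where the 4 miRNAs detected only in control pool 1 stand at the floor. This is no separate support beside the fit without retina control 1. Mmu-miR-145-5p changed in the other direction, with a limit set by its detection in the control pools only.

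**Figure D1:**
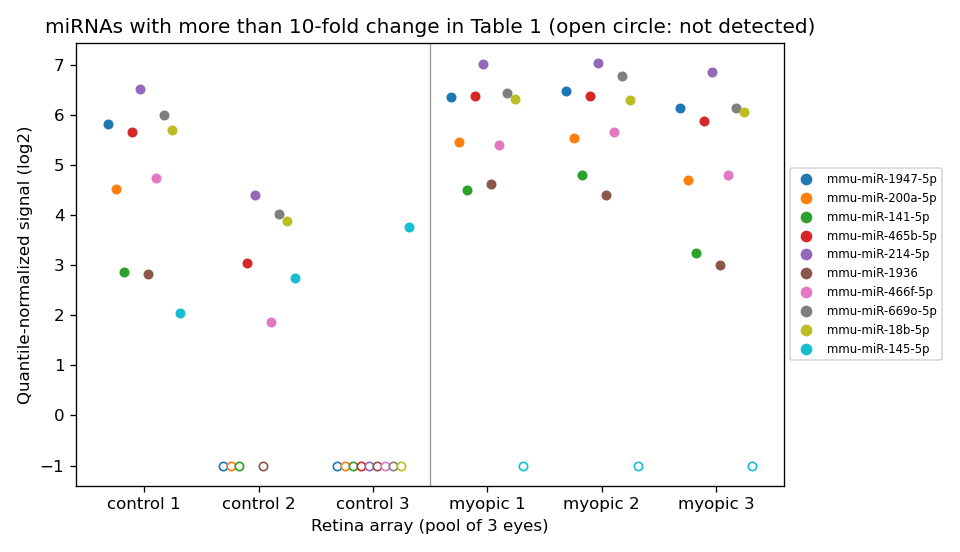
Quantile-normalized signal (log2) of 10 miRNAs on each of the 6 retina arrays, with 1 array per pool of 3 eyes and a color for each miRNA. Filled circles are detected and open circles undetected miRNAs, which stand at -1. Mmu-miR-1947-5p is at 5.81 on control array 1 and between 6.14 and 6.47 on the myopic arrays, and it is undetected on control arrays 2 and 3.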

Several miRNAs exhibited more than 10-fold change in expression in the myopic retina (Table 1), including mmu-miR-1947-5p (FC = 31.5, p = 1.47 × 10^−04^), mmu-miR-200a-5p (FC = 18.8, p = 9.46 × 10^−05^), mmu-miR-141-5p (FC = 13.9, p = 4.75 × 10^−06^), mmu-miR-465b-5p (FC = 12.8, p = 5.93 × 10^−04^), mmu-miR-214-5p (FC = 12.6, p = 8.27 × 10^−03^), mmu-miR-1936 (FC = 12.3, p = 9.56 × 10^−06^), mmu-miR-466f-5p (FC = 11.5, p = 3.85 × 10^−03^), mmu-miR-669o-5p (FC = 10.9, p = 2.18 × 10^−03^), mmu-miR-18b-5p (FC = 10.1, p = 1.79 × 10^−03^), and mmu-miR-145-5p (FC = -10.5, p = 8.87 × 10^−09^). These data suggest that development of form-deprivation myopia is associated with large-scale changes in miRNA expression in the retina.

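The difference in the retina was also visible in which miRNAs were detected. Outside Table 1, 63 miRNAs were detected on some but not all of the 6 retina arrays. Of these, 47 were detected on more myopic than control arrays, 8 on fewer and 8 on as many. In the sclera, 62 miRNAs were detected on some but not all arrays, and 30 were detected on more myopic arrays, 24 on fewer and 8 on as many. For miRNAs detected on all arrays of a tissue, the standard deviation of the quantile-normalized log2 changes was 0.73 in the retina (329 miRNAs) and 0.22 in the sclera (266 miRNAs). These are spreads across miRNAs, which are not independent replicates. The retina set includes 12 up-regulated and 15 down-regulated miRNAs of Table 1. In the retina, the median quantile-normalized change also varied with brightness, from 0.02 above 10 (log2) to -1.29 between 1 and 2. With 75th percentile scaling these medians were -0.02 and 0.00. The retina spread therefore cannot be read as a response alone. From the differences between the myopic and control retina in Table 1, the paper proposes that the expression of many miRNAs in the retina changes with form-deprivation myopia.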

**Fig 1:**
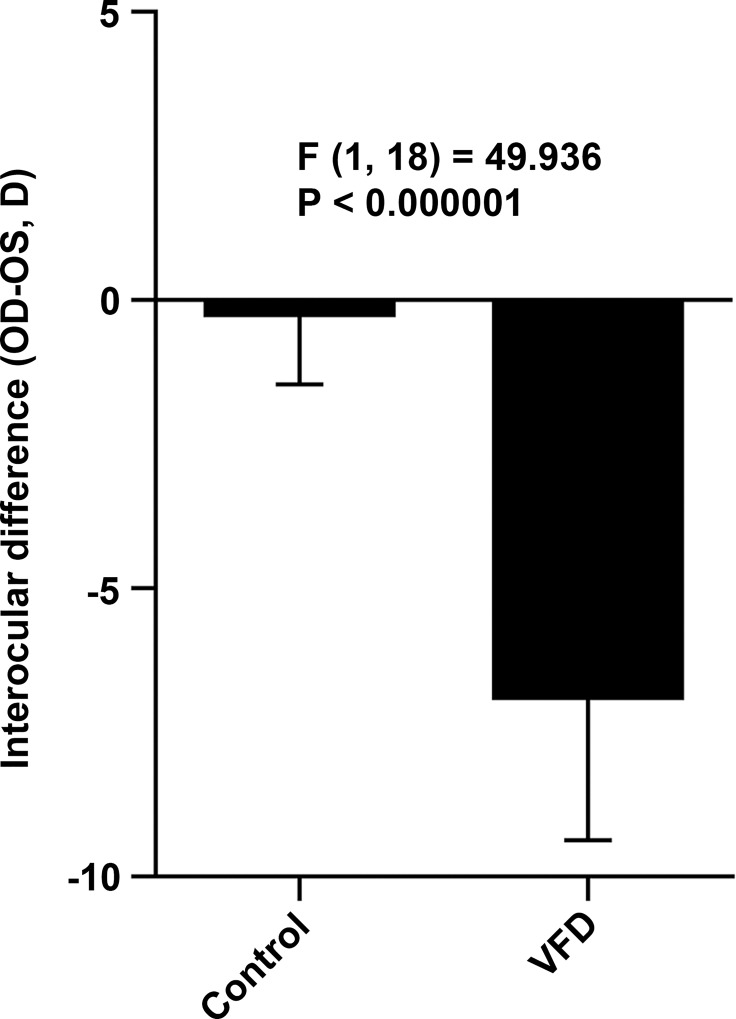
Form-deprivation myopia in C57BL/6J mice. Form-deprivation myopia was induced in C57BL/6J mice by applying a diffuser to the right eye of P24 animals. Ten days of visual form deprivation induced -6.93 ± 2.44 D (p < 0.000001, n = 12) of myopia in the right eyes compared to the contralateral control eyes.

**Fig 2:**
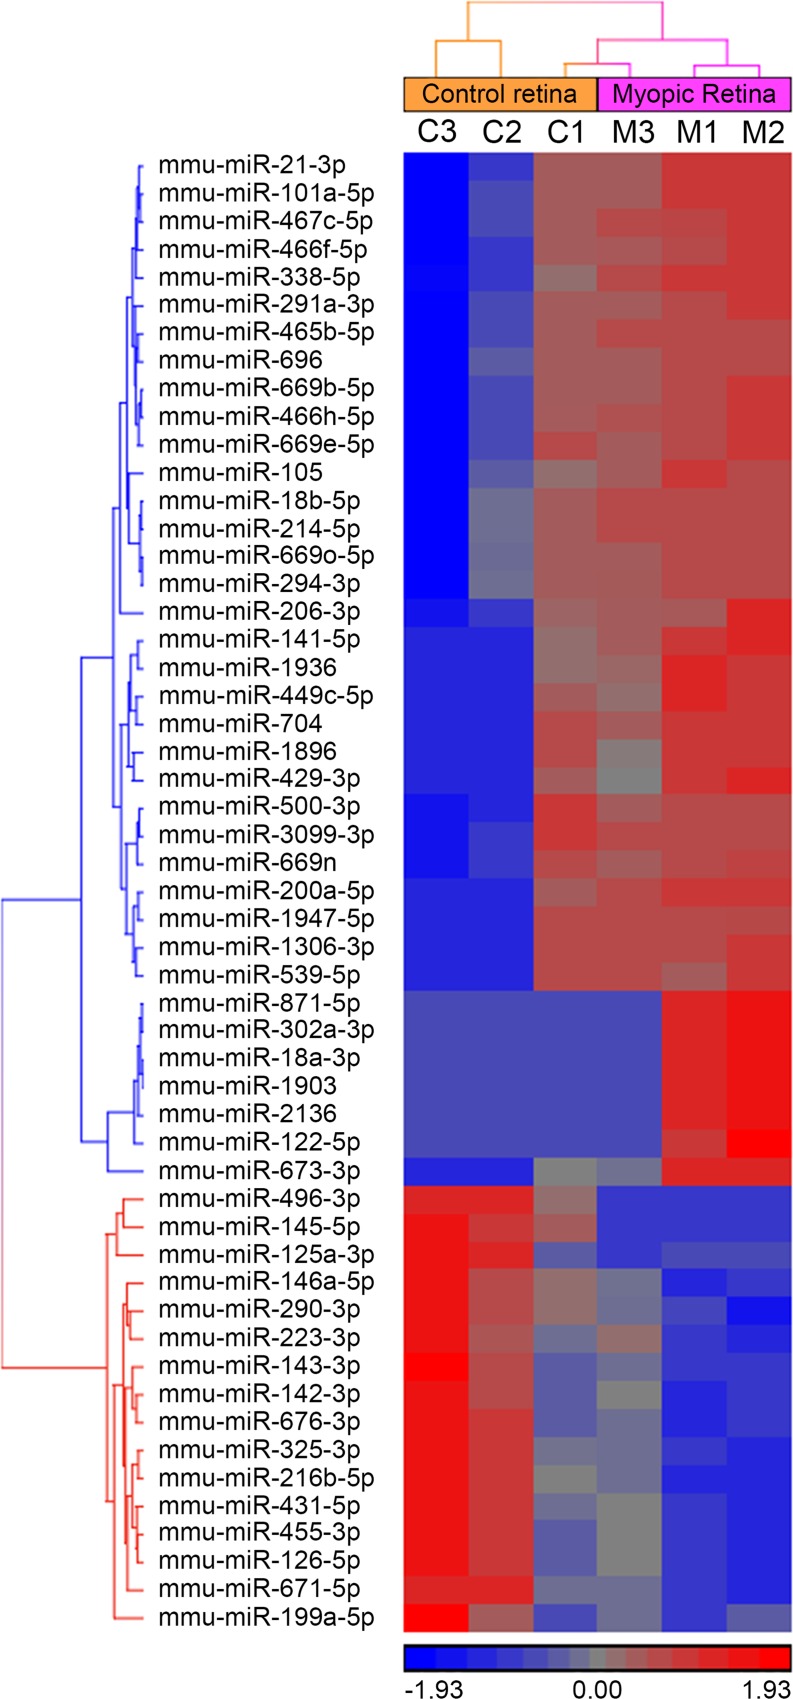
Hierarchical cluster analysis of 53 miRNAs differentially expressed in the myopic retina versus control retina. Logarithmic values (base 2) of Agilent total gene signal for differentially expressed miRNAs (cutoff: FC > 2, FDR-adjusted p-value < 0.05) were quantile normalized, shifted to mean of zero, scaled to standard deviation of 1.0 and subjected to hierarchical clustering using Euclidean dissimilarity and average linkage. The color scale indicates transcript abundance relative to the mean of zero: red identifies an increase in relative miRNA abundance; blue identifies a decrease in relative miRNA abundance. Columns show individual samples, whereas rows show individual miRNAs. Control samples c1, c2, and c3 correspond to myopic samples m1, m2, and m3 respectively. The “co-clustering” of the control sample c1 and myopic sample m3 resulted from the clustering algorithm that was used to generate the cluster and reflects individual differences in gene expression as well as differences in the myopic response to visual form deprivation between animals. It appears that the myopic response in the animals comprising experimental group 1 (samples c1 and m1) was the weakest among the 3 groups. However, the relationship between control sample c1 and the corresponding myopic sample m1 follows the same pattern as in the other two experimental groups even though samples c1 and m1 fall within the same color scheme. Consistent up- or down-regulation of the specific miRNAs in the myopic eyes versus corresponding control eyes across all samples is reflected by the low p-values shown in Table 1.

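Clustering was repeated on the 6 retina arrays with the 53 miRNAs, each scaled to a mean of 0 and a standard deviation of 1, by Euclidean distance and average linkage. Myopic samples 1 and 2 joined first, at a distance of 1.79, and control 1 joined myopic sample 3 at 2.18. These pairs joined each other at 6.16, controls 2 and 3 joined at 6.52, and the branches met at 12.8. The branch with control 1 thus held 4 arrays, and control 1 was the only control among them. The make-up of this branch did not change with complete linkage, or with all miRNAs that varied between the retina arrays (414) in place of the 53.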

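Within the 3 pairs of pools, the median size of the log2 difference between myopic and control retina over the 53 miRNAs was 0.62 in pair 1, 2.42 in pair 2 and 2.61 in pair 3. The up-regulated miRNAs had median differences of 0.66, 2.76 and 3.35 in the 3 pairs, and the down-regulated miRNAs had medians of -0.55, -1.53 and -1.46. The pairs differed mainly on the control side. The up-regulated miRNAs had a median normalized signal of 4.53, 2.07 and -1.00 (log2) in controls 1, 2 and 3, and of 5.40, 5.65 and 4.69 in the corresponding myopic samples. Single pairs carry no replicate error, and the difference between pairs was not tested.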

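Of the up-regulated miRNAs, 32 were higher in the myopic sample in pair 1, 37 in pair 2 and 31 in pair 3. In pair 1, 4 were lower (mmu-miR-1306-3p, mmu-miR-539-5p, mmu-miR-3099-3p and mmu-miR-500-3p) and 1, mmu-miR-669n, was detected with equal normalized values on both arrays. These were singled out after their values were seen. In pair 3, 6 were undetected on both arrays. The down-regulated miRNAs were lower in the myopic sample in each pair, all 16 of them. Altogether 42 of the 53 miRNAs changed in the direction of Table 1 in all 3 pairs, 26 of them up-regulated. Every myopic array lay beyond every control array for 19 up-regulated and 7 down-regulated miRNAs. Chance separates 3 arrays from 3 in this way for 10% of miRNAs, and the share among all 443 miRNAs tested was 14.4%. Table 1 was selected on these arrays, so its own share cannot be set against chance. The signal of up-regulated miRNAs was higher in control 1 than in myopic sample 3 for 9 miRNAs.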

**Fig 3:**
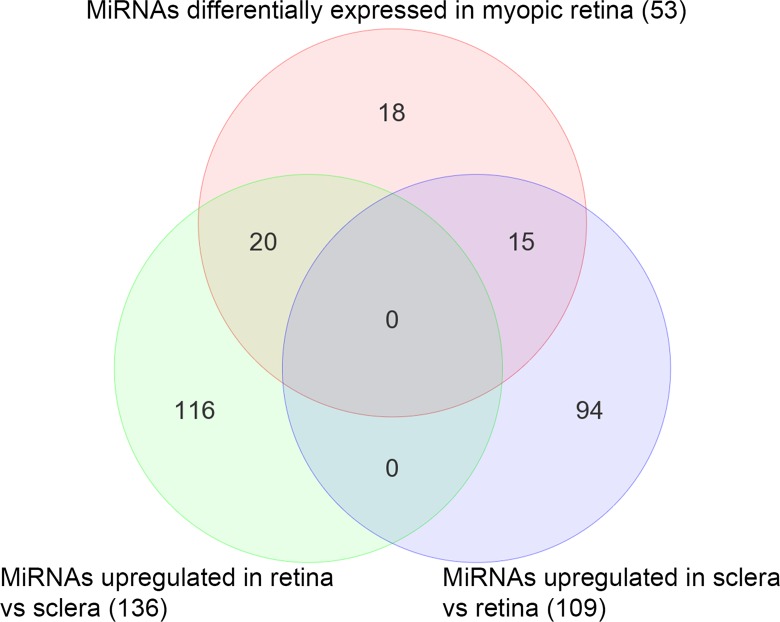
Overlap between miRNAs differentially expressed in the myopic retina and miRNAs differentially expressed in the retina versus sclera. Venn diagram shows overlap between 53 miRNAs, which were differentially expressed in the myopic retina, 136 miRNAs, which were up-regulated in the retina versus sclera, and 109 miRNAs, which were up-regulated in the sclera versus retina. Eighteen differential miRNAs were equally expressed in both retina and sclera, 20 differential miRNAs were up-regulated in the retina versus sclera and 15 differential miRNAs were down-regulated in the retina versus sclera.

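Between the control retina and the control sclera, limma called 224 of the miRNAs tested, 122 higher in the retina and 102 higher in the sclera. Outside Table 1 there were 103 and 87 of these. The direction was the same in all 3 pairs of pools for 200 of the 224. Of the miRNAs higher in the retina, 67 were not detected on any control sclera array, and of those higher in the sclera, 15 were not detected on any control retina array. The median log2 difference of the 246 miRNAs detected on all 12 arrays was -0.24 with quantile normalization, 0.13 with 75th percentile scaling, 1.17 with no normalization and 1.43 with quantile normalization within each tissue. The alternative that moved the count most was the normexp background correction, with 83 calls (40 higher in the retina, 43 in the sclera). The division between the tissues depended on the scaling. It was 160 and 82 with 75th percentile scaling, 169 and 85 with processed spot signals, 243 and 43 with quantile normalization within each tissue, and 224 and 44 without normalization.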

**Table 1:** MiRNAs differentially expressed in myopic retina versus control retina.

miRBase ID	miRNA name	miRNA cluster	Fold change	P-value
MIMAT0009413	mmu-miR-1947-5p	miR-1947-5p (miRNAs w/seed GGACGAG)	31.5	1.47 × 10^−04^
MIMAT0004619	mmu-miR-200a-5p	miR-200a-5p (and other miRNAs w/seed AUCUUAC)	18.8	9.46 × 10^−05^
MIMAT0004533	mmu-miR-141-5p	miR-141-5p (and other miRNAs w/seed AUCUUCC)	13.9	4.75 × 10^−06^
MIMAT0004871	mmu-miR-465b-5p	miR-465b-5p (and other miRNAs w/seed AUUUAGA)	12.8	5.93 × 10^−04^
MIMAT0004664	mmu-miR-214-5p	miR-214-5p (miRNAs w/seed GCCUGUC)	12.6	8.27 × 10^−03^
MIMAT0009400	mmu-miR-1936	miR-1936 (miRNAs w/seed AACUGAC)	12.3	9.56 × 10^−06^
MIMAT0004881	mmu-miR-466f-5p	miR-466f-5p (miRNAs w/seed ACGUGUG)	11.5	3.85 × 10^−03^
MIMAT0009421	mmu-miR-669o-5p	miR-669o-5p (miRNAs w/seed AGUUGUG)	10.9	2.18 × 10^−03^
MIMAT0004858	mmu-miR-18b-5p	miR-18a-5p (and other miRNAs w/seed AAGGUGC)	10.1	1.79 × 10^−03^
MIMAT0009411	mmu-miR-1306-3p	miR-1306-3p (miRNAs w/seed CGUUGGC)	9.3	3.67 × 10^−03^
MIMAT0000368	mmu-miR-291a-3p	miR-291a-3p (and other miRNAs w/seed AAGUGCU)	9.2	3.22 × 10^−04^
MIMAT0003483	mmu-miR-696	miR-696 (miRNAs w/seed CGUGUGC)	9.0	1.28 × 10^−03^
MIMAT0004628	mmu-miR-21-3p	miR-21-3p (and other miRNAs w/seed AACAGCA)	8.9	8.01 × 10^−05^
MIMAT0004824	mmu-miR-673-3p	miR-673-3p (and other miRNAs w/seed CCGGGGC)	8.4	1.65 × 10^−05^
MIMAT0001537	mmu-miR-429-3p	miR-200b-3p (and other miRNAs w/seed AAUACUG)	7.8	2.05 × 10^−03^
MIMAT0011212	mmu-miR-2136	miR-2136 (miRNAs w/seed UGGGUGU)	6.3	5.02 × 10^−04^
MIMAT0004841	mmu-miR-871-5p	miR-743a-5p (and other miRNAs w/seed AUUCAGA)	5.8	5.51 × 10^−04^
MIMAT0004526	mmu-miR-101a-5p	miR-101a-5p (miRNAs w/seed CAGUUAU)	5.1	1.88 × 10^−04^
MIMAT0007873	mmu-miR-1896	miR-1896 (miRNAs w/seed UCUCUGA)	4.9	1.66 × 10^−03^
MIMAT0004885	mmu-miR-467c-5p	miR-467c-5p (and other miRNAs w/seed AAGUGCG)	4.6	1.68 × 10^−04^
MIMAT0004884	mmu-miR-466h-5p	miR-669m-5p (and other miRNAs w/seed GUGUGCA)	4.3	1.29 × 10^−03^
MIMAT0003476	mmu-miR-669b-5p	miR-669b-5p (miRNAs w/seed GUUUUGU)	4.3	1.02 × 10^−03^
MIMAT0005853	mmu-miR-669e-5p	miR-331-5p (and other miRNAs w/seed GUCUUGU)	4.2	2.41 × 10^−03^
MIMAT0004856	mmu-miR-105	miR-105 (miRNAs w/seed CAAGUGC)	4.2	1.83 × 10^−04^
MIMAT0003494	mmu-miR-704	miR-704 (miRNAs w/seed GACAUGU)	4.0	3.00 × 10^−04^
MIMAT0000372	mmu-miR-294-3p	miR-291a-3p (and other miRNAs w/seed AAGUGCU)	3.9	3.79 × 10^−03^
MIMAT0004626	mmu-miR-18a-3p	miR-18a-3p (and other miRNAs w/seed CUGCCCU)	3.9	6.01 × 10^−04^
MIMAT0003169	mmu-miR-539-5p	miR-539-5p (miRNAs w/seed GAGAAAU)	3.5	3.47 × 10^−04^
MIMAT0009427	mmu-miR-669n	miR-5010-3p (and other miRNAs w/seed UUUGUGU)	3.3	7.22 × 10^−03^
MIMAT0004647	mmu-miR-338-5p	miR-338-5p (miRNAs w/seed ACAAUAU)	3.2	4.09 × 10^−04^
MIMAT0003460	mmu-miR-449c-5p	miR-34a-5p (and other miRNAs w/seed GGCAGUG)	2.6	1.41 × 10^−04^
MIMAT0000239	mmu-miR-206-3p	miR-1-3p (and other miRNAs w/seed GGAAUGU)	2.5	4.14 × 10^−04^
MIMAT0007868	mmu-miR-1903	miR-1903 (and other miRNAs w/seed CUUCUUC)	2.4	5.95 × 10^−04^
MIMAT0000380	mmu-miR-302a-3p	miR-291a-3p (and other miRNAs w/seed AAGUGCU)	2.4	5.27 × 10^−04^
MIMAT0014816	mmu-miR-3099-3p	miR-3099 (and other miRNAs w/seed AGGCUAG)	2.4	7.47 × 10^−03^
MIMAT0003507	mmu-miR-500-3p	miR-501-3p (and other miRNAs w/seed AUGCACC)	2.2	4.14 × 10^−03^
MIMAT0000246	mmu-miR-122-5p	miR-122-5p (miRNAs w/seed GGAGUGU)	2.0	8.09 × 10^−04^
MIMAT0000247	mmu-miR-143-3p	miR-143-3p (and other miRNAs w/seed GAGAUGA)	-2.0	1.43 × 10^−03^
MIMAT0003738	mmu-miR-496-3p	miR-503-3p (and other miRNAs w/seed GAGUAUU)	-2.1	8.01 × 10^−10^
MIMAT0001418	mmu-miR-431-5p	miR-431-5p (and other miRNAs w/seed GUCUUGC)	-2.1	7.76 × 10^−04^
MIMAT0000137	mmu-miR-126-5p	miR-126a-5p (and other miRNAs w/seed AUUAUUA)	-2.3	3.67 × 10^−03^
MIMAT0004572	mmu-miR-290-3p	miR-467a-5p (and other miRNAs w/seed AAGUGCC)	-2.4	6.43 × 10^−03^
MIMAT0003731	mmu-miR-671-5p	miR-671-5p (miRNAs w/seed GGAAGCC)	-2.6	2.30 × 10^−03^
MIMAT0003729	mmu-miR-216b-5p	miR-216b-5p (miRNAs w/seed AAUCUCU)	-2.6	1.51 × 10^−05^
MIMAT0000665	mmu-miR-223-3p	miR-223-3p (miRNAs w/seed GUCAGUU)	-2.7	4.84 × 10^−04^
MIMAT0003782	mmu-miR-676-3p	miR-676 (and other miRNAs w/seed CGUCCUG)	-2.7	9.35 × 10^−04^
MIMAT0004640	mmu-miR-325-3p	miR-325-3p (miRNAs w/seed UUAUUGA)	-2.8	5.59 × 10^−04^
MIMAT0003742	mmu-miR-455-3p	miR-455-3p (miRNAs w/seed CAGUCCA)	-3.1	1.74 × 10^−03^
MIMAT0000229	mmu-miR-199a-5p	miR-199a-5p (and other miRNAs w/seed CCAGUGU)	-3.2	6.65 × 10^−03^
MIMAT0000158	mmu-miR-146a-5p	miR-146a-5p (and other miRNAs w/seed GAGAACU)	-3.2	2.70 × 10^−05^
MIMAT0000155	mmu-miR-142-3p	miR-142-3p (and other miRNAs w/seed GUAGUGU)	-3.3	2.13 × 10^−03^
MIMAT0004528	mmu-miR-125a-3p	miR-125a-3p (miRNAs w/seed CAGGUGA)	-3.4	1.21 × 10^−03^
MIMAT0000157	mmu-miR-145-5p	miR-145-5p (and other miRNAs w/seed UCCAGUU)	-10.5	8.87 × 10^−09^

### Identification of putative target mRNAs for the miRNAs differentially expressed in myopic retina

In order to explore potential signaling pathways regulated by the identified differentially expressed miRNAs during the development of form-deprivation myopia in mice, we performed miRNA-mRNA interaction network analyses using a custom database of mRNAs differentially expressed in the retina upon induction of experimental myopia (S2 Table) [10, 13, 14, 61, 62] using IPA^®^. This analysis identified a total of 135 mRNA targets for 21 out of 53 differentially expressed miRNAs (Table 2), whereas no target mRNAs were found for the remaining 32 miRNAs among 611 mRNAs, which were found to be differentially expressed in the myopic retina (S3 Table). Gene ontology analysis of the target mRNAs revealed that these mRNAs encode proteins primarily involved in cellular growth, proliferation, nervous and visual systems development (Fig 4). The miRNA-mRNA networks within these gene ontology categories were characterized by complex combinatorial interactions with one miRNA targeting multiple mRNAs and one mRNA often being targeted by several miRNAs. For example, mmu-miR-145-5p, which was strongly down-regulated in myopic retina (FC = -10.5, p = 8.87 × 10^−09^), targeted 25 mRNAs (the largest number among all 21 miRNAs) (Table 2); while mmu-miR-429-3p (FC = 7.8, p = 2.05 × 10^−03^), mmu-miR-143-3p (FC = -2.0, p = 1.43 × 10^−03^), mmu-miR-223-3p (FC = -2.7, p = 4.84 × 10^−04^) and mmu-miR-146a-5p (FC = -3.2, p = 2.70 × 10^−05^) targeted 17, 17, 16 and 14 mRNAs respectively. 

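Mmu-miR-145-5p is measured by a pair of overlapping probes, AGGGATTCCTGGGA and AGGGATTCCTGGG, of which the first was the brighter. The software counts a probe as detected when its signal exceeds 3 times its error. In the control retina the brighter probe had signals of 7.38, 8.01 and 11.6 in pools 1, 2 and 3, which is 3.03, 3.28 and 4.63 times the error. In the myopic retina the signals were 5.25, 7.46 and 6.29, or 2.64, 2.44 and 2.78 times the error. Without the floor and without scaling between arrays, the signal of this probe changed by -0.49 on the log2 scale in the retina (exact permutation test, two-sided p = 0.2). Divided by the 75th percentile of each array, it changed by -0.60, with every myopic pool below every control pool (exact permutation p = 0.1, the smallest that 3 pools against 3 allow). Unscaled, it changed by -0.53 in the sclera, where it was 8.36 to 9.37 times the error. The second probe had signals of 2.46, 3.59 and 6.34 in control retina pools 1, 2 and 3, and of 2.98, 3.93 and 4.10 in the myopic pools. It was thus lower in the myopic retina only in pool 3. Its signal was under 3 times its error on all 6 retina arrays. Mmu-miR-223-3p and mmu-miR-146a-5p were detected in all 6 retina pools. The log2 fold change of mmu-miR-223-3p was -1.29 (standard error 0.43) and that of mmu-miR-146a-5p was -1.35 (standard error 0.36), with an adjusted p-value of 0.134 for both and the same direction in 3 of 3 pairs. With 75th percentile scaling they were -0.43 and -0.26. Without retina control 1 both were called, at -1.71 (adjusted p = 0.0086) and -1.62 (adjusted p = 0.0061), and without retina myopia 3 mmu-miR-146a-5p was called at -1.68 (adjusted p = 0.039).

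**Figure D2:**
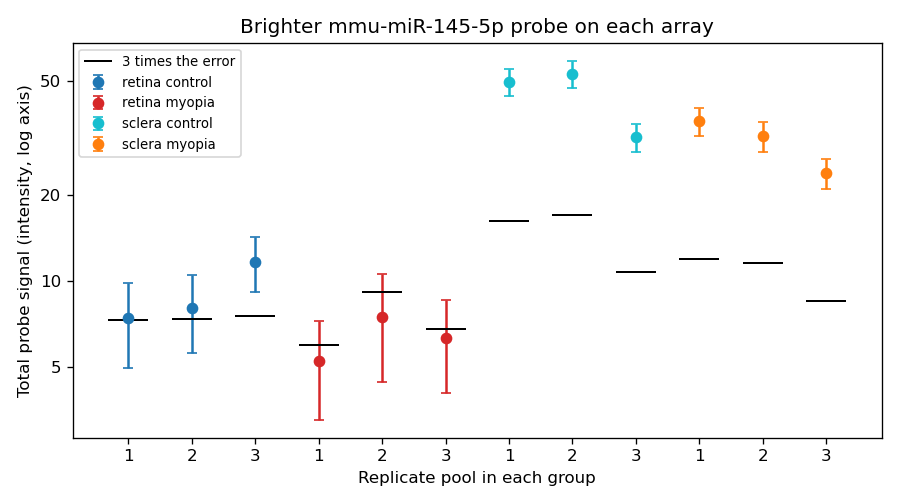
Signal of the brighter mmu-miR-145-5p probe (intensity, log axis) on each of the 12 arrays, 3 pools per group. Points are the total probe signals with the error that the software gives, and black lines mark 3 times that error. The control retina arrays lie on or above their lines (7.38 to 11.6) and the myopic retina arrays below them (5.25 to 7.46).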

The average number of mRNAs targeted by one miRNA was 9.0 ± 6.2. On the other hand, each mRNA was targeted by only 1.4 ± 0.7 miRNAs and maximum by 4 miRNAs.

**Fig 4:**
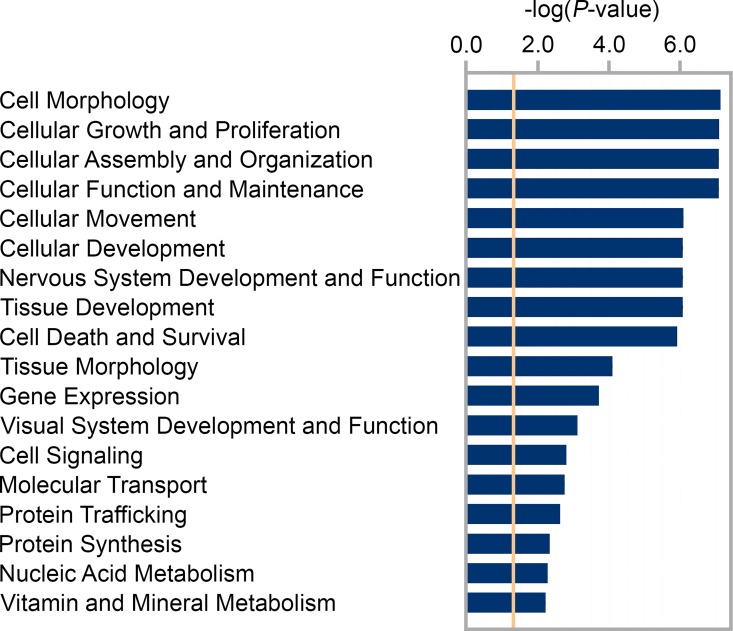
Gene ontology categories affected in myopic retina. Graph shows top 18 biological processes which were modified in the myopic retina.

**Table 2:** MiRNAs and their target mRNAs differentially expressed in myopic retina versus control retina.

miRNA name	miRNA fold change	Target mRNA name and fold change
mmu-miR-18b-5p	10.1	BRWD3 (-2.5); NOS1 (-2.0); CTGF (-2.0); NXT2 (-1.7); **HLF** (-1.6); TMEM2 (-1.6)
mmu-miR-1306-3p	9.3	DUSP4 (-2.5)
mmu-miR-291a-3p	9.2	**CNOT6** (-2.2); RAB11A (-2.0); CUL3 (-1.7); CLIP4 (-1.6); **HLF** (-1.6); BAZ1A (-1.6); ZC3H13 (-1.2); **ZFP91** (-1.0)
mmu-miR-429-3p	7.8	**ZEB2** (-3.5); ATP11B (-2.7); PRKAR1A (-2.6); BRWD3 (-2.5); RIMS2 (-1.9); **RBFOX2** (-1.8); SENP5 (-1.8); ARIH1 (-1.7); MAPK9 (-1.7); **COMMD3** (-1.7); **HLF** (-1.6); SLC30A5 (-1.6); TAOK3 (-1.6); **ETV5** (-1.5); NEGR1 (-1.5); MPRIP (-1.2); MAP2 (-1.2)
mmu-miR-539-5p	3.5	RAB11A (-2.0); SENP5 (-1.8); WNK1 (-1.8); NPL (-1.7); ZSWIM5 (-1.7); MAP2 (-1.2)
mmu-miR-449c-5p	2.6	NOS1 (-2.0); **RBFOX2** (-1.8); MRPL17 (-1.7); COPS7B (-1.7); ZSWIM5 (-1.7); **TCF12** (-1.6)
mmu-miR-206-3p	2.5	**CNOT6** (-2.2); MAN1C1 (-1.8); ARIH1 (-1.7); NXT2 (-1.7); RICTOR (-1.7); TAOK3 (-1.6); FAM101B (-1.6); KLHL5 (-1.5); **ZFP91** (-1.0)
mmu-miR-1903	2.4	**ASCL1** (-1.6)
mmu-miR-500-3p	2.2	OLFM4 (-3.5)
mmu-miR-122-5p	2.0	DUSP4 (-2.5); **UBAP2** (-1.9); NEGR1 (-1.5)
mmu-miR-143-3p	-2.0	FUT4 (1.2); COX18 (1.2); CHST10 (1.2); BCL2 (1.2); PPP2R3A (1.3); GABARAPL1 (1.3); DCLK1 (1.3); HTR7 (1.3); **LBH** (1.3); GXYLT1 (1.3); ADD3 (1.5); **ZNF275** (1.5); MAP1B (1.6); DCX (1.6); PRKCE (1.8); RNF165 (1.8); TPM3 (1.9)
mmu-miR-496-3p	-2.1	**CSRNP3** (1.2); CNOT2 (1.2); **AEBP2** (1.2); INSIG1 (1.3); PRKCE (1.8); NT5C2 (6.3)
mmu-miR-431-5p	-2.1	PTPRF (1.1); AKAP12 (1.3); ZAK (1.6); THUMPD1 (1.6); CELF2 (1.8)
mmu-miR-671-5p	-2.6	MPEG1 (1.0); ANKS1A (1.2); RBMS3 (1.2); **NFYA** (1.3); MYOM3 (1.4); KIAA0430 (1.5); ATXN7L1 (1.6); SEPP1 (1.7); SAMD12 (1.8); SPTBN1 (2.9)
mmu-miR-216b-5p	-2.6	**E2F4** (1.1); NRK (1.2); MCM4 (1.2); **NFYA** (1.3); FBXO8 (1.3); CHMP1B (1.5); GLTSCR1L (1.5); SDHC (1.6); SAR1B (1.6); CELF2 (1.8); TPM3 (1.9); SPTBN1 (2.9); GFRA1 (3.8)
mmu-miR-223-3p	-2.7	**NUCKS1** (1.1); EBNA1BP2 (1.2); PARP1 (1.2); CNOT2 (1.2); ATG7 (1.2); **AEBP2** (1.2); SYNCRIP (1.3); DDIT4 (1.3); FBXO8 (1.3); NUP210 (1.4); ARFIP1 (1.6); ATXN7L1 (1.6); **WDR77** (1.6); PRR14L (1.8); PRKCE (1.8); ERC1 (4.8)
mmu-miR-199a-5p	-3.2	**TOX3** (1.3); **NFYA** (1.3); MCFD2 (1.3); CCNJ (1.3); NUP210 (1.4); ARHGEF12 (1.5); ADD3 (1.5); RALGAPA1 (1.5); ATXN7L1 (1.6); CELF2 (1.8)
mmu-miR-146a-5p	-3.2	CAMSAP1 (1.1); **NUCKS1** (1.1); CCNA2 (1.2); LFNG (1.2); ATG7 (1.2); CCNJ (1.3); NAIF1 (1.3); EDNRB (1.5); NLGN1 (1.6); CELF2 (1.8); PRKCE (1.8); **NOTCH2** (2.0); SBSPON (2.0); **STAT1** (2.7)
mmu-miR-142-3p	-3.3	**NUCKS1** (1.1); ANKS1A (1.2); HGS (1.2); **MORF4L2** (1.2); ZCCHC24 (1.3); CCNJ (1.3); ARHGEF12 (1.5); MYLK (1.7); SAMD12 (1.8); ERC1 (4.8)
mmu-miR-125a-3p	-3.4	MAPK1IP1L (1.2); **AEBP2** (1.2); SWAP70 (1.4); FYCO1 (1.8); RAB22A (2.2)
mmu-miR-145-5p	-10.5	CCNA2 (1.2); SMC1A (1.2); DENND4B (1.2); KIAA0930 (1.2); KATNBL1 (1.2); PPP2R3A (1.3); GABARAPL1 (1.3); **HABP4** (1.3); PTGR2 (1.3); GCLM (1.3); AKAP12 (1.3); GXYLT1 (1.3); SWAP70 (1.4); VSTM4 (1.4); ARHGEF12 (1.5); ADD3 (1.5); PHACTR2 (1.6); DOK6 (1.6); ATXN7L1 (1.6); QSER1 (1.8); **COMMD5** (1.9); TPM3 (1.9); ANKRD28 (1.9); ANGPT2 (2.7); GFRA1 (3.8)

Transcription factors are shown in bold; genes involved in synapse formation or function are underlined.

### Analysis of miRNA-regulated signaling pathways in the mouse form-deprivation myopia

Our initial analysis revealed that each differentially expressed miRNA regulates an extended network of protein-coding genes within a limited number of gene ontology categories, therefore we then explored interactions between 21 differentially expressed miRNAs and 135 mRNAs which were targeted by these miRNAs. This analysis revealed that these miRNAs and mRNAs are organized into 9 overlapping miRNA-mRNA signaling pathways (Fig 5; S2–S10 Figs). Myopia pathways (MP) 1 and 2 (MP1 and MP2) were the largest pathways, which comprised 16 miRNAs, followed by MP3 (15 miRNAs), MP4 (14 miRNAs), MP5 (14 miRNAs), MP6 (13 miRNAs), MP7 (12 miRNAs), MP8 (4 miRNAs) and MP9 (1 miRNA). MP1, MP2, MP3, MP4, MP5, MP6 and MP7 had a common core comprised of mmu-miR-1-3p, mmu-miR-145-5p, mmu-miR-18a-5p, mmu-miR-199a-5p, mmu-miR-200b-3p, mmu-miR-223-3p, mmu-miR-291a-3p, mmu-miR-34a-5p and their target mRNAs. Two of these miRNAs, i.e., mmu-miR-145-5p and mmu-miR-200b-3p, served as a common core for all pathways except for MP9. MP9 comprised only 1 miRNA (mmu-miR-1903) and 3 mRNAs (Ascl1, Dcx and Notch2), but was linked to 6 larger pathways, i.e., MP1, MP2, MP3, MP4, MP5 and MP7, via Notch2 (indirect target of mmu-miR-1903). In all pathways, miRNAs played a role of major regulatory hubs targeting transcription factors and/or regulatory proteins. The absolute majority of miRNAs targeted at least one transcription factor while the average number of transcription factors targeted by each differentially expressed miRNA was 1.7 ± 1.2 (Table 2). At the same time, several transcription factors were targeted by multiple often overlapping miRNAs. For example, Hlf was targeted by mmu-miR-18b-5p, mmu-miR-429-3p and mmu-miR-291a-3p; Cnot6 and Zfp91 were targeted by mmu-miR-206-3p and mmu-miR-291a-3p; Rbfox2 was targeted by mmu-miR-429-3p and mmu-miR-449c-5p; Aebp2 was targeted by mmu-miR-125a-3p, mmu-miR-223-3p and mmu-miR-496-3p; Nfya was targeted by mmu-miR-199a-5p, mmu-miR-216b-5p and mmu-miR-671-5p; Nucks1 was targeted by mmu-miR-142-3p, mmu-miR-146a-5p and mmu-miR-223-3p; Notch2 was targeted by mmu-miR-146a-5p and indirectly via Ascl1 by mmu-miR-1903. Interestingly, mmu-miR-145-5p and mmu-miR-429-3p (mmu-miR-200b-3p cluster), which formed a common core of all pathways, were among the most differential miRNAs and targeted the largest number of mRNAs. Mmu-miR-145-5p was strongly down-regulated in myopic retina (FC = -10.5, p = 8.87 × 10^−09^) and targeted 25 mRNAs, while mmu-miR-429-3p was strongly up-regulated in myopic retina (FC = 7.8, p = 2.05 × 10^−03^) and targeted 17 mRNAs (Table 2).

**Fig 5:**
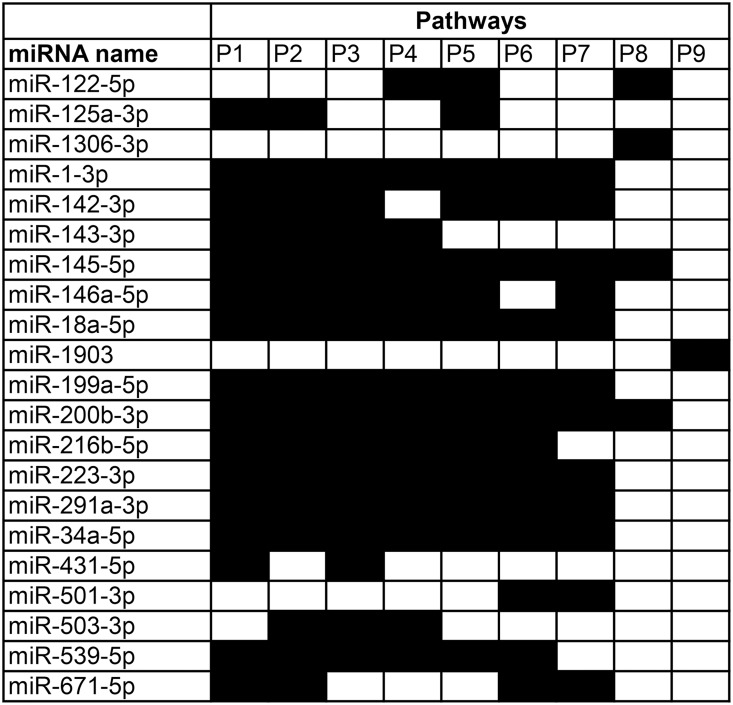
Overlap between miRNA-regulated signaling pathways affected in myopic retina. Diagram depicts miRNA contributions to the 9 miRNA-mRNA signaling cascades associated with form-deprivation myopia in mice.

Among the mRNAs targeted by differentially expressed miRNAs, there were several (Prkar1a, Rims2, Map2, Gabarapl1, Htr7, Add3, Erc1, Nlgn1) which were involved in synapse formation and function suggesting that synaptic function was one of the biological processes affected in form-deprivation myopia. However, IPA gene ontology analysis revealed that the most prominent biological processes associated with the 21 differentially expressed miRNAs and their target mRNAs were quantity of neurons (p = 1.08 × 10^−4^, activation z-score (z) = 2.04), migration of neurons (p = 2.24 × 10^−6^, z = 1.33), growth of axons (p = 7.21 × 10^−4^, z = 1.10), outgrowth of neurites (p = 1.83 × 10^−5^, z = 0.74), growth of neurites (p = 8.51 × 10^−7^, z = 0.54), neuritogenesis (p = 1.03 × 10^−6^, z = 0.41), proliferation of neuronal cells (p = 9.93 × 10^−7^, z = 0.33) and differentiation of neurons (p = 1.45 × 10^−3^, z = 0.17) (S4 Table). Therefore, we have analyzed the overlap between all 9 pathways and GO categories linked to neurogenesis. We found that each pathway was indeed involved in regulation of neurogenesis and had a net positive effect on neurogenesis-associated processes (S2–S10 Figs). Thus, pathway analysis suggests that miRNAs serve as key regulators of several signaling cascades underlying development of form-deprivation myopia.

## Discussion

Development of myopia is associated with remodeling of several ocular tissues, including the retina, RPE, choroid and sclera [14, 69–72]. Several studies analyzed gene expression in various animal models of myopia using oligonucleotide-based microarrays and each identified between 15 and 280 differentially expressed genes [10–14, 61, 62], including a total of 611 mRNAs in the retina [10, 13, 14, 61, 62]. Although involvement of coding genes in myopia is a well-established fact, to date only 1 miRNA was shown to be associated with myopia development. It was reported that a SNP located within the miR-328 binding site in the 3’-UTR of *PAX6* reduced *PAX6* protein levels and was significantly associated with extreme myopia in a Chinese cohort [54, 55]. Considering that miRNAs often serve as regulatory hubs in many signaling pathways [21–24] and provide higher-order coordination of signaling pathways underlying the same biological process [68, 73], understanding the role of miRNAs in refractive eye development is critical for the understanding of myopia development.

In this work, we sought to identify miRNAs differentially expressed during the development of form-deprivation myopia in the mouse model and to explore miRNA-mRNA genetic networks underlying myopia. Considering that mice are most susceptible to visually-guided myopia during active phase of ocular growth from P21 through P40 [60, 74], we analyzed early changes in miRNA expression in the retina and sclera in P34 mice 10 days after induction of form-deprivation myopia. Ten days of visual form deprivation induced -6.93 ± 2.44 diopters of myopia and large-scale changes in miRNA expression in the retina indicating that early retinal response in visually-guided myopia is associated with substantial changes in retinal signaling. 

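The 3 miRNAs with the smallest p-values in the sclera were not called. Mmu-miR-211-5p was at 10.59 ± 0.23 (log2, SD, n = 3) in the myopic and 11.19 ± 0.26 (SD, n = 3) in the control sclera, a change of -0.60 (standard error 0.16). Mmu-miR-181a-1-3p changed by -0.49 (standard error 0.15). Both were lower in 3 of 3 pairs, with an adjusted p-value of 1 from limma. The third, mmu-miR-669a_v15.0, was detected in 3 of 3 control and 1 of 3 myopic pools, with a fitted log2 fold change of -3.94 (standard error 1.19, adjusted p = 1). It was called without sclera myopia 1, the only myopic pool in which it was detected, with an adjusted p-value of 0.0020 that rests on the floor. Its probes match 9 places in the genome, so that it shares signal with other members of its family. Among miRNAs detected on all 6 sclera arrays, the largest change was 0.73 on the log2 scale. Of the miRNAs of Table 1, 34 were detected on no sclera array, so that no change could be measured for them. For the 19 detected on all 6 sclera arrays the smallest unadjusted p-value was 0.31.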

Surprisingly, we did not find differences in miRNA expression in the sclera, which suggests that early myopia-associated scleral remodeling in response to visual form deprivation may not involve miRNAs, or that changes in miRNA expression are very subtle at this early stage of myopia development. 

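In the normalized values, 21 miRNAs of Table 1 changed more than 5-fold between the myopic and the control retina. Of these, 20 were up-regulated and 1 was down-regulated. A change of more than 10-fold was fitted for 10 up-regulated miRNAs and for mmu-miR-145-5p. These fold changes depend on the value given to undetected miRNAs: 25 of the 37 up-regulated miRNAs were undetected on at least 1 control array. With the floor at the lowest detected signal of each array, the median log2 fold change of the up-regulated miRNAs was 1.67 and that of mmu-miR-145-5p was -1.36.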

In the retina, we identified 53 differentially expressed miRNAs, including 19 miRNAs with more than 5-fold change in expression. Importantly, 18 of these highly differential miRNAs were upregulated in the myopic retina and only 1 was down-regulated suggesting that the “net effect” may be the down-regulation of the corresponding target genes in myopia. Seven of the up-regulated miRNAs (miR-465b, miR-466f, miR-669o, miR-18b, miR-291a, miR-696, miR-101a) were also much more (≥ 5 fold) expressed in the retina compared to the sclera suggesting that they might be involved in the regulation of retina-specific processes. 

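Of these miRNAs, mmu-miR-101a-5p was detected on all 3 control retina arrays, at 3.69 ± 1.56 (log2, SD, n = 3), and the other 6 only on control retina arrays 1 and 2. None of them was detected on any control sclera array, so that the retina to sclera difference is only bounded. Mmu-miR-101a-5p was at least 2.22-fold higher in the retina (adjusted p = 1.1e-04 from limma, higher in 3 of 3 pairs). The bound was at least 1.76-fold for mmu-miR-669o-5p, at least 1.52-fold for mmu-miR-18b-5p, at least 1.29-fold for mmu-miR-465b-5p and at least 1.18-fold for mmu-miR-696, with adjusted p-values of 0.030, 0.030, 0.036 and 0.033. No fold is given for mmu-miR-466f-5p (adjusted p = 0.047) and mmu-miR-291a-3p (adjusted p = 0.035), whose mean retina signal, with control retina array 3 at the floor, did not exceed the bound in the sclera. These 6 were each higher in 2 of 3 pairs and were undetected on both arrays of the third. Leaving out retina control 1, retina control 2 or any 1 of the 3 sclera controls removed the call of all 6. For mmu-miR-465b-5p the adjusted p-values were then 0.089 and 0.099 for the retina arrays and between 0.074 and 0.075 for the sclera arrays. In the myopic retina, mmu-miR-291a-3p, mmu-miR-696 and mmu-miR-101a-5p had log2 fold changes of 3.15, 3.19 and 2.15 over the control retina, with standard errors of 1.07, 1.21 and 0.62. They were not called, and without retina control 1 all of them were called, at 4.29, 4.56 and 3.00.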

The down-regulated miR-145 was 25.4 times less abundant in the retina versus sclera suggesting that it is likely to be expressed in a very small population of retinal cells. 

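In the control eyes, mmu-miR-145-5p was detected on all arrays of both tissues. Its normalized signal in the sclera was 7.18 ± 0.35 (log2, SD, n = 3), and the log2 difference of retina minus sclera was -4.34 (standard error 0.37, adjusted p = 5.1e-06 from limma, lower in 3 of 3 pairs). Quantile normalization within each tissue gave -2.30 (adjusted p = 2.7e-04). The difference kept its direction in every setting, and it was under 2-fold only with the normexp background correction, at -0.97 (adjusted p = 1.0e-06), where an offset of 50 is added to all signals.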

Several of the highly differential miRNAs were previously shown to be key regulators of various developmental processes. For example, miR-200a, miR-429 and miR-141 were shown to play important roles in neurogenesis, epithelial-to-mesenchymal transition and Notch signaling [73, 75–84], miR-214 was found to be overexpressed in fetal sclera versus adult sclera and shown to play important role in brain and retina development and function [36, 85–89], miR-18b, miR-21, miR-101a, miR-200a and miR-429 were found to be involved in stem cell function and differentiation [90–100], miR-1306 negatively regulated Alzheimer’s disease gene ADAM10 [101]. MicroRNA miR-145 regulates stem cell, smooth muscle cell, corneal epithelium and mesenchymal stem cell differentiation [102–107], as well as intestine and neural crest development [108, 109]. MiR-145 was also shown to regulate L-DOPA decarboxylase [110], which is one of the key enzymes synthesizing dopamine in the dopaminergic amacrine cells in the retina [111]. Thus, differential expression of these microRNAs suggests that form-deprivation myopia is associated with changes in neurogenesis, as well as in neuronal and synaptic functions.

Analysis of the mRNAs targeted by the differentially expressed miRNAs revealed that putative mRNA targets could be found for 21 out of 53 differential miRNAs (i.e., for 40% of all differential miRNAs), suggesting that the currently available list of mRNAs differentially expressed in the myopic retina is not complete and many retinal mRNAs underlying myopia are still unknown. However, the 21 differential miRNAs and their associated targets provided a sufficient foundation for the analysis of main biological processes and pathways associated with myopia development. Gene ontology analysis revealed that such biological processes as generation of new neurons, migration of neurons, growth of axons, outgrowth of neurites, cellular growth and proliferation, nervous and visual systems development, which were suggested to be affected based on the analysis of the most differential miRNAs, were significantly enhanced in myopic retina. Interestingly, this finding is consistent with the recent report that form-deprivation myopia in primates is associated with increased proliferation of retinal progenitor cells and retinal growth [14], thus, providing an outline of the putative molecular network underlying retinal growth associated with myopia development. Several target mRNAs were also linked to synaptic structure and function, which is consistent with the observations in animal models that synaptic signaling at the level of amacrine cells is involved in myopia development [112–123]. Remarkably, analysis of the miRNA-mRNA networks formed by the differential miRNAs and their targets revealed that myopia development is, in fact, regulated by a small number of highly integrated signaling pathways. MicroRNAs played a role of master regulators, which targeted large number of mRNAs often involved in the same biological process. Furthermore, miRNAs often had common transcription factors among the targets, which provides an additional level of integration. Interestingly, two miRNAs miR-145 and miR-200b seemed to play a role of the integrative core for all pathways.

Taken together, our findings suggest that the miRNAs differentially expressed in the retina of myopic eyes play important regulatory roles in the development of myopia by regulating a highly integrated genetic network. We analyzed expression of 56% of mouse miRNAs deposited in the miRBase database and identified 53 miRNAs differentially expressed in the retina during development of form-deprivation myopia. We also identified 135 target genes for 21 of these miRNAs and reconstructed putative miRNA-mRNA pathways underlying key biological processes associated with development of form-deprivation myopia. These results expand our understanding of the molecular mechanisms of myopia and demonstrate that the development of myopia is associated with large-scale changes in expression of both coding and none-coding RNAs. The power of our analysis was limited by the cellular complexity of the retina as well as some differences in cell composition of the retina in different species. Although it was shown that processing of defocus and refractive eye development are regulated by a relatively small subset of retinal cells (i.e., amacrine cells) [112–123], detecting small changes in gene expression might be challenging in heterogeneous tissues such as retina, resulting in an underestimate of miRNA influences. It is also a challenge to place differential miRNAs and their corresponding target mRNAs in the proper cellular context when analyzing gene expression in complex tissues. Future studies of the signaling pathways underlying myopia development at the single-cell level should provide more accurate information. Our data also suggest that more comprehensive genome-wide approaches should be applied to reconstruct signaling pathways underlying myopia in their entirety. This study lays a strong foundation for such future studies and provides a framework for the development of potential novel microRNA-based therapies for myopia.

## Supporting Information

S1 Fig Hierarchical cluster analysis of 245 miRNAs differentially expressed in the retina versus sclera. Logarithmic values (base 2) of Agilent total gene signal for differentially expressed miRNAs (cutoff: FC > 2, FDR-adjusted p-value < 0.05) were quantile normalized, shifted to mean zero, scaled to standard deviation of 1.0 and subjected to hierarchical clustering using Euclidean dissimilarity and average linkage. The color scale indicates transcript abundance: red identifies an increase in relative miRNA abundance; blue identifies a decrease in relative miRNA abundance. Columns show individual samples, whereas rows show individual miRNAs.
(TIF) Click here for additional data file.

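The called miRNAs with the largest differences between the control retina and the control sclera, among those detected on all 6 arrays, were the following. Higher in the retina were mmu-miR-129-2-3p (log2 difference 5.30, standard error 0.40), mmu-miR-124-3p (5.09, standard error 0.69), mmu-miR-9-5p (4.23, standard error 0.32), mmu-miR-96-5p (4.22, standard error 0.73) and mmu-miR-183-5p (3.87, standard error 0.52). Higher in the sclera were mmu-miR-199b-5p (-8.28, standard error 0.71), mmu-miR-199a-3p (-7.90, standard error 0.58), mmu-miR-199a-5p (-7.78, standard error 0.63), mmu-miR-223-3p (-4.84, standard error 0.43) and mmu-miR-133b-3p (-4.50, standard error 0.43). The largest adjusted p-value among the 10, that of mmu-miR-96-5p, was 6.4e-04, and each of them differed in the same direction in 3 of 3 pairs. The probes of mmu-miR-199b-5p and mmu-miR-199a-5p are similar (GAACAGGTAGTCTAAACACTG and GAACAGGTAGTCTGAACAC), so that part of their signal can be shared. Single pools moved some of these differences by more than 1.5-fold. Without sclera control 3 they were 4.05 for mmu-miR-124-3p, 3.20 for mmu-miR-96-5p and 3.21 for mmu-miR-183-5p, and without sclera control 2 that of mmu-miR-96-5p was 4.81. For mmu-miR-199b-5p, mmu-miR-199a-3p and mmu-miR-199a-5p they were -7.42, -7.24 and -7.13 without retina control 1, and -9.14, -8.59 and -8.51 without retina control 3.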

S2 Fig MiRNA-mRNA signaling pathway #1. (A) Diagram showing interactions between miRNAs differentially expressed in myopic retina and their target mRNAs. Arrows show relationships between different miRNAs and mRNAs. (B) Overlap between signaling pathway #1 and top gene ontology categories. Red identifies genes/categories which are up-regulated in myopic retina, whereas green identifies genes/categories which are down-regulated in myopic retina.
(TIF) Click here for additional data file.

S3 Fig MiRNA-mRNA signaling pathway #2. (A) Diagram showing interactions between miRNAs differentially expressed in myopic retina and their target mRNAs. Arrows show relationships between different miRNAs and mRNAs. (B) Overlap between signaling pathway #2 and top gene ontology categories. Red identifies genes/categories which are up-regulated in myopic retina, whereas green identifies genes/categories which are down-regulated in myopic retina.
(TIF) Click here for additional data file.

S4 Fig MiRNA-mRNA signaling pathway #3. (A) Diagram showing interactions between miRNAs differentially expressed in myopic retina and their target mRNAs. Arrows show relationships between different miRNAs and mRNAs. (B) Overlap between signaling pathway #3 and top gene ontology categories. Red identifies genes/categories which are up-regulated in myopic retina, whereas green identifies genes/categories which are down-regulated in myopic retina.
(TIF) Click here for additional data file.

S5 Fig MiRNA-mRNA signaling pathway #4. (A) Diagram showing interactions between miRNAs differentially expressed in myopic retina and their target mRNAs. Arrows show relationships between different miRNAs and mRNAs. (B) Overlap between signaling pathway #4 and top gene ontology categories. Red identifies genes/categories which are up-regulated in myopic retina, whereas green identifies genes/categories which are down-regulated in myopic retina.
(TIF) Click here for additional data file.

S6 Fig MiRNA-mRNA signaling pathway #5. (A) Diagram showing interactions between miRNAs differentially expressed in myopic retina and their target mRNAs. Arrows show relationships between different miRNAs and mRNAs. (B) Overlap between signaling pathway #5 and top gene ontology categories. Red identifies genes/categories which are up-regulated in myopic retina, whereas green identifies genes/categories which are down-regulated in myopic retina.
(TIF) Click here for additional data file.

S7 Fig MiRNA-mRNA signaling pathway #6. (A) Diagram showing interactions between miRNAs differentially expressed in myopic retina and their target mRNAs. Arrows show relationships between different miRNAs and mRNAs. (B) Overlap between signaling pathway #6 and top gene ontology categories. Red identifies genes/categories which are up-regulated in myopic retina, whereas green identifies genes/categories which are down-regulated in myopic retina.
(TIF) Click here for additional data file.

S8 Fig MiRNA-mRNA signaling pathway #7. (A) Diagram showing interactions between miRNAs differentially expressed in myopic retina and their target mRNAs. Arrows show relationships between different miRNAs and mRNAs. (B) Overlap between signaling pathway #7 and top gene ontology categories. Red identifies genes/categories which are up-regulated in myopic retina, whereas green identifies genes/categories which are down-regulated in myopic retina.
(TIF) Click here for additional data file.

S9 Fig MiRNA-mRNA signaling pathway #8. (A) Diagram showing interactions between miRNAs differentially expressed in myopic retina and their target mRNAs. Arrows show relationships between different miRNAs and mRNAs. (B) Overlap between signaling pathway #8 and top gene ontology categories. Red identifies genes/categories which are up-regulated in myopic retina, whereas green identifies genes/categories which are down-regulated in myopic retina.
(TIF) Click here for additional data file.

S10 Fig MiRNA-mRNA signaling pathway #9. (A) Diagram showing interactions between miRNAs differentially expressed in myopic retina and their target mRNAs. Arrows show relationships between different miRNAs and mRNAs. (B) Overlap between signaling pathway #9 and top gene ontology categories. Red identifies genes/categories which are up-regulated in myopic retina, whereas green identifies genes/categories which are down-regulated in myopic retina.
(TIF) Click here for additional data file.

S1 Table MiRNAs differentially expressed in myopic retina versus control retina and their expression between retina and sclera. (XLSX) Click here for additional data file.

S2 Table Messenger RNAs differentially expressed in myopic retina. (XLSX) Click here for additional data file.

S3 Table MiRNAs without target mRNAs differentially expressed in myopic retina versus control retina. (DOCX) Click here for additional data file.

S4 Table Top gene ontology categories associated with 21 miRNAs differentially expressed in the mouse form-deprivation myopia. (XLSX) Click here for additional data file.

# Supplementary material for: Large-Scale microRNA Expression Profiling Identifies Putative Retinal miRNA-mRNA Signaling Pathways Underlying Form-Deprivation Myopia in Mice
**Source:** PLoS One. 2016 Sep 13;11(9):e0162541. doi: 10.1371/journal.pone.0162541
**Supplement:** S3 Table

**Table S3 MiRNAs without target mRNAs differentially expressed in myopic retina versus control retina**

| **miRBase ID** | **miRNA name** | **miRNA cluster** | **Fold change** | ***P*-value** |
| --- | --- | --- | --- | --- |
| MIMAT0009413 | mmu-miR-1947-5p | miR-1947-5p (miRNAs w/seed GGACGAG) | 31.5 | 1.47 × 10^-04^ |
| MIMAT0004619 | mmu-miR-200a-5p | miR-200a-5p (and other miRNAs w/seed AUCUUAC) | 18.8 | 9.46 × 10^-05^ |
| MIMAT0004533 | mmu-miR-141-5p | miR-141-5p (and other miRNAs w/seed AUCUUCC) | 13.9 | 4.75 × 10^-06^ |
| MIMAT0004871 | mmu-miR-465b-5p | miR-465b-5p (and other miRNAs w/seed AUUUAGA) | 12.8 | 5.93 × 10^-04^ |
| MIMAT0004664 | mmu-miR-214-5p | miR-214-5p (miRNAs w/seed GCCUGUC) | 12.6 | 8.27 × 10^-03^ |
| MIMAT0009400 | mmu-miR-1936 | miR-1936 (miRNAs w/seed AACUGAC) | 12.3 | 9.56 × 10^-06^ |
| MIMAT0004881 | mmu-miR-466f-5p | miR-466f-5p (miRNAs w/seed ACGUGUG) | 11.5 | 3.85 × 10^-03^ |
| MIMAT0009421 | mmu-miR-669o-5p | miR-669o-5p (miRNAs w/seed AGUUGUG) | 10.9 | 2.18 × 10^-03^ |
| MIMAT0003483 | mmu-miR-696 | miR-696 (miRNAs w/seed CGUGUGC) | 9.0 | 1.28 × 10^-03^ |
| MIMAT0004628 | mmu-miR-21-3p | miR-21-3p (and other miRNAs w/seed AACAGCA) | 8.9 | 8.01 × 10^-05^ |
| MIMAT0004824 | mmu-miR-673-3p | miR-673-3p (and other miRNAs w/seed CCGGGGC) | 8.4 | 1.65 × 10^-05^ |
| MIMAT0011212 | mmu-miR-2136 | miR-2136 (miRNAs w/seed UGGGUGU) | 6.3 | 5.02 × 10^-04^ |
| MIMAT0004841 | mmu-miR-871-5p | miR-743a-5p (and other miRNAs w/seed AUUCAGA) | 5.8 | 5.51 × 10^-04^ |
| MIMAT0004526 | mmu-miR-101a-5p | miR-101a-5p (miRNAs w/seed CAGUUAU) | 5.1 | 1.88 × 10^-04^ |
| MIMAT0007873 | mmu-miR-1896 | miR-1896 (miRNAs w/seed UCUCUGA) | 4.9 | 1.66 × 10^-03^ |
| MIMAT0004885 | mmu-miR-467c-5p | miR-467c-5p (and other miRNAs w/seed AAGUGCG) | 4.6 | 1.68 × 10^-04^ |
| MIMAT0004884 | mmu-miR-466h-5p | miR-669m-5p (and other miRNAs w/seed GUGUGCA) | 4.3 | 1.29 × 10^-03^ |
| MIMAT0003476 | mmu-miR-669b-5p | miR-669b-5p (miRNAs w/seed GUUUUGU) | 4.3 | 1.02 × 10^-03^ |
| MIMAT0005853 | mmu-miR-669e-5p | miR-331-5p (and other miRNAs w/seed GUCUUGU) | 4.2 | 2.41 × 10^-03^ |
| MIMAT0004856 | mmu-miR-105 | miR-105 (miRNAs w/seed CAAGUGC) | 4.2 | 1.83 × 10^-04^ |
| MIMAT0003494 | mmu-miR-704 | miR-704 (miRNAs w/seed GACAUGU) | 4.0 | 3.00 × 10^-04^ |
| MIMAT0000372 | mmu-miR-294-3p | miR-291a-3p (and other miRNAs w/seed AAGUGCU) | 3.9 | 3.79 × 10^-03^ |
| MIMAT0004626 | mmu-miR-18a-3p | miR-18a-3p (and other miRNAs w/seed CUGCCCU) | 3.9 | 6.01 × 10^-04^ |
| MIMAT0009427 | mmu-miR-669n | miR-5010-3p (and other miRNAs w/seed UUUGUGU) | 3.3 | 7.22 × 10^-03^ |
| MIMAT0004647 | mmu-miR-338-5p | miR-338-5p (miRNAs w/seed ACAAUAU) | 3.2 | 4.09 × 10^-04^ |
| MIMAT0000380 | mmu-miR-302a-3p | miR-291a-3p (and other miRNAs w/seed AAGUGCU) | 2.4 | 5.27 × 10^-04^ |
| MIMAT0014816 | mmu-miR-3099-3p | miR-3099 (and other miRNAs w/seed AGGCUAG) | 2.4 | 7.47 × 10^-03^ |
| MIMAT0000137 | mmu-miR-126-5p | miR-126a-5p (and other miRNAs w/seed AUUAUUA) | -2.3 | 3.67 × 10^-03^ |
| MIMAT0004572 | mmu-miR-290-3p | miR-467a-5p (and other miRNAs w/seed AAGUGCC) | -2.4 | 6.43 × 10^-03^ |
| MIMAT0003782 | mmu-miR-676-3p | miR-676 (and other miRNAs w/seed CGUCCUG) | -2.7 | 9.35 × 10^-04^ |
| MIMAT0004640 | mmu-miR-325-3p | miR-325-3p (miRNAs w/seed UUAUUGA) | -2.8 | 5.59 × 10^-04^ |
| MIMAT0003742 | mmu-miR-455-3p | miR-455-3p (miRNAs w/seed CAGUCCA) | -3.1 | 1.74 × 10^-03^ |

How the deposited data were processed for this re-analysis (not part of the article)

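The C57BL/6J mice of the study wore a diffuser over 1 eye for 10 days, and the miRNAs of retina and sclera were then profiled. There were 4 groups (control retina, myopic retina, control sclera, myopic sclera) of 3 pools, each pool with the tissue of 3 eyes, and 1 array per pool. The assignment of arrays to groups and pool numbers follows the sample labels and the methods of the paper. The sample labels speak of single mice, whereas the methods of the paper speak of pools of 3 eyes, and the paper was followed.

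The authors deposited the scanner output of each of the 12 arrays, in which every value is a fluorescence intensity without normalization between arrays. It was made with Agilent Feature Extraction, which subtracts the background, and the total gene signal adds up the intensity of the detected probes of a miRNA. A miRNA without a detected probe is given 0.1. Tested on the files, every miRNA with a probe signal above 3 times its error was marked as detected and no other. Each array had 14635 spots, of which 13920 were for mouse miRNAs (696 names, 1937 probes). The authors also deposited log2 values of the same arrays, which are the total gene signal with the minimum at 0.5 and quantile normalization over the 12 arrays. That table has 448 entries, of which 437 are mouse miRNAs and 11 are control features, and its median is 5.74 on each array. The log2 values computed here had a correlation of 0.999 with the deposited ones over these miRNAs and arrays, with a median absolute difference of 0.12. This sets their scale and direction, while the filter behind the 437 miRNAs stays unknown. The deposited log2 values were used as an alternative.

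For the values reported, total gene signals below 0.5 were set to 0.5, quantile normalized over all 696 names and 12 arrays and transformed to log2. The methods of the paper name an adjustment to a minimal signal of 0.5, quantile normalization and log2 transformation. They do not say whether the adjustment is a floor or an added constant, nor over which names the arrays were normalized; the constant was run as an alternative. The paper's text does not define absent features or outliers. MiRNAs detected on none of the arrays (253) were left out, and 443 were tested; 246 of them were detected on all 12 arrays. No array and no miRNA was removed as an outlier. Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) in a single fit of the 4 groups, which leaves 8 residual degrees of freedom, and p-values are two-sided and adjusted by the Benjamini-Hochberg procedure. A call has an adjusted p-value under 0.05 and a fold change of at least 2. The comparisons were myopic against control retina, myopic against control sclera, control retina against control sclera, and the difference between the changes in the retina and in the sclera. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

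Where a miRNA was undetected on every array of a group, also after an array was left out, the size of its fitted fold change is set by the floor and is no measured size. A bound was computed for comparisons of all arrays. For the bound, total gene signals were divided by the 75th percentile of each array over the miRNAs detected on all arrays. In the group with no detection, the miRNA was then placed at the lowest detected signal of each array or at the signal of its own brightest probe, whichever was higher. In the other group an undetected array stood at 0.5 after scaling, which makes the bound lower. The bound is the ratio of the geometric means of the groups. No fold is given where it came out under 1.

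The miRNAs named were chosen by rules. They are the miRNAs that the paper names for their expression in these samples, up to 5 in each direction with the largest changes among those called and changed in the same direction in all 3 pairs, and, for the sclera, the 3 with the smallest p-values. The second rule was applied to miRNAs detected on all 6 arrays compared, since values at the floor have no order. This restriction was not in the rule as written beforehand. It was not applied to the difference between the tissues, where mmu-miR-145-5p was undetected in the myopic retina. The Table 1 list was chosen on these arrays, so its counts are a check of its values only.

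The legend of Fig 2 pairs control samples 1 to 3 with myopic samples 1 to 3. The arrays of a pool number also share a slide, so that the pool number and the slide are a single block. The pairing was checked by the correlation, across the 246 miRNAs detected on all arrays, of the deviations from the group means. It was 0.38, -0.46 and 0.59 for the retina pairs and -0.14, -0.16 and -0.00 for the sclera pairs. With the pool number as a replicate block there were 0 calls for the difference between retina and sclera in the response to form deprivation.

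The fit was tested on simulated data with the means and spreads of these arrays. With 40 of the 443 miRNAs changed by 2 on the log2 scale in the retina, 64.6% were called over 50 draws, with 1.24 false calls on average, and the median fitted change was 2.02. The changed miRNAs were picked at random from all 443, with independent noise and no floor. The median standard error over the 443 was 0.33, and those of the up-regulated miRNAs of Table 1 ran from 0.39 to 1.50. The percentage therefore does not give the power for the miRNAs of Table 1. With no change in the sclera there were 0.04 false calls on average.

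The naming rules, apart from the restriction to detected miRNAs, the main settings and the alternatives were fixed before the data were examined. The alternatives were 75th percentile scaling over the miRNAs detected on all arrays or over all miRNAs, no normalization, quantile normalization within each tissue, the processed spot signal averaged over spots and probes, normexp background correction with an offset of 50, the deposited log2 values, a constant added in place of the floor, a floor at the lowest detected signal of each array, 3 other filters, the slide as a block or a random block, fits of only the arrays compared, the methods' linear model without moderation, array weights, 2 other thresholds, and each array left out in turn. A test with 18 residual degrees of freedom was added after the values were seen. It divides the residual sum of squares of the 12 arrays by 18, although these arrays leave 8 degrees of freedom. Its p-values are therefore too small for these arrays. Of a list of marker miRNAs for sclera and connective tissue, blood and immune cells, endothelium, muscle, pigment epithelium and ciliary body, and retinal neurons, the members detected on all 6 retina arrays were used.

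The number of arrays limits the precision of all comparisons. Dim miRNAs near the detection limit are the least certain, and families with nearly identical sequences, such as miR-466, miR-467 and miR-669, can share signal. Coordinates are on the genome build that the array files name (mm9). Refraction, mRNA targets and pathways were not analysed here.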

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

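The tests of the probe signal were chosen after the result was seen.

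The change of mmu-miR-145-5p with form deprivation differed between the tissues. The interaction test gave a difference in log2 fold change (retina minus sclera) of -3.56 (standard error 0.52, adjusted p = 0.030 from limma), with -2.96, -3.79 and -3.92 in the 3 sets of pools. The result stands out because the change was called in 1 tissue only and the difference itself passed the test. The miRNA was undetected in all 3 myopic retina pools, and its value there is the floor. The brightest probe stood between 2.44 and 4.63 times its error on the 6 retina arrays, around the detection limit of 3, and its signal without the floor and without scaling between arrays changed by -0.49 in the retina and by -0.53 in the sclera, a difference of 0.04. With 75th percentile scaling these were -0.60 and -0.49, a difference of -0.11. The other probe, under 3 times its error on all 6 retina arrays, was lower in the myopic retina only in pool 3. The fitted difference is therefore consistent with a small change across the detection limit. With processed spot signals, which have no detection limit, the difference between the tissues was 0.03. Across 23 other settings, mmu-miR-145-5p was called in the retina in 18, with adjusted p-values from 6.4e-08 to 0.52. The difference between the tissues was called without retina control 1, retina control 3, retina myopia 3, sclera control 2, sclera control 3 or sclera myopia 1. It was not called without retina control 2 (adjusted p = 0.10), sclera control 1 (0.097), retina myopia 1 (0.23), retina myopia 2 (0.41), sclera myopia 2 (0.10) or sclera myopia 3 (0.082), nor with the pool number as a replicate block (adjusted p = 0.067). Over the 27 alternatives for this difference the adjusted p-values ranged from 2.6e-06 (array weights) to 0.98 (processed spot signals). A lower level of mmu-miR-145-5p in the myopic retina as an effect of form deprivation stays open, and so does a chance difference between pools. The exact permutation p of the probe signal in the retina was 0.2 unscaled and 0.1 with 75th percentile scaling, the smallest that 3 pools against 3 can give, so chance cannot be excluded.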

How the results depend on the processing

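The test with 18 residual degrees of freedom was chosen after the values were seen.

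Between the myopic and the control retina, 1 miRNA was called (0 up-regulated), and 1 of the 53 miRNAs of Table 1. Both counts were 0 with processed spot signals, with normexp background correction, with a floor at the lowest detected signal of each array, with miRNAs detected on all arrays of the comparison (which leaves out mmu-miR-145-5p), with only the arrays compared, and with the unmoderated test between the groups alone. They were 2 with the authors' processed values and 2 with no fold change cutoff, where mmu-miR-496-3p, singled out after its values were seen, was added (log2 fold change -1.04, adjusted p = 0.017, and -0.84, adjusted p = 0.041). Array weights gave 146 calls (83 up-regulated, 63 down-regulated), with all 53 of Table 1. The weight of retina control 1 was 0.079 and that of retina control 2 was 7.91, and the estimation stopped before full convergence. An unadjusted p-value with a fold change of at least 2 gave 78 calls and 50 of the 53. With 18 residual degrees of freedom there were 90 calls and 50 of the 53, and on the authors' processed values 98 calls and 53 of the 53. The 18 were derived from the P-values of the S1 Table, while the 12 arrays leave 8. These counts therefore follow in part from the paper's own values and are no independent support for the list. With each array left out in turn, the calls ranged from 1 to 122 and those in Table 1 from 1 to 45. The highest counts were those without retina control 1 (122, of which 66 were up-regulated, and 45). Without retina myopia 3 there were 13 and 11. The 75th percentile scalings, no normalization, quantile normalization within each tissue, a constant in place of the floor, no filter, detection on all 3 arrays of a group, the replicate block, the random block and the methods' linear model gave 1 call. The cause was not tested.

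In the sclera there were 0 calls in limma's fit, with 13 miRNAs at an unadjusted p-value under 0.05. There was 1 call with array weights (mmu-miR-592-5p), 3 with an unadjusted p-value and a fold change of at least 2 (mmu-miR-592-5p, mmu-miR-466c-5p_v15.0 and mmu-miR-669a_v15.0), 3 with 18 residual degrees of freedom and 3 with 18 on the authors' processed values, the same miRNAs. With arrays left out the range was 0 to 1. The call was mmu-miR-466c-5p_v15.0 without sclera control 2, mmu-miR-592-5p without sclera control 3 and mmu-miR-669a_v15.0 without sclera myopia 1. The first 2 were singled out after their values were seen. The other settings gave 0, and the cause was not tested.

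Between the control retina and the control sclera, 224 miRNAs were called (122 higher in the retina, 102 in the sclera). There were 83 (40 and 43) with normexp background correction and 129 (45 and 84) with miRNAs detected on all arrays of the comparison. All other settings gave 168 to 286. The division shifted with the scaling, to 160 and 82 with 75th percentile scaling, 169 and 85 with processed spot signals, 243 and 43 with quantile normalization within each tissue and 224 and 44 without normalization. With each array left out there were 191 to 220 calls.

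For the difference between the tissues in the response (VFD effect in retina minus VFD effect in sclera), 1 miRNA was called. There were 0 calls with processed spot signals, normexp, the authors' processed values, the floor at the lowest detected signal, miRNAs detected on all arrays and the replicate block, 156 with array weights, 26 with an unadjusted p-value and a fold change of at least 2, 58 with 18 residual degrees of freedom and 59 on the authors' processed values. With each array left out the range was 0 to 112, with 112 without retina control 1, 9 without retina myopia 3, 0 without retina control 2, retina myopia 1, retina myopia 2, sclera control 1, sclera myopia 2 or sclera myopia 3, and 2 without sclera control 2, sclera control 3 or sclera myopia 1. The sign of the difference for mmu-miR-145-5p was reversed with processed spot signals (0.0344) and with normexp (0.0753), and the cause was not tested beyond the probe signals. The replicate block changed no other call of the counts above.

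Of the single miRNAs named, 395 values were computed for the retina comparison under the alternatives, of which 357 kept their direction and side of the threshold, 5 lost and 33 gained a call. For the sclera these were 70 of 71, with 1 gained call. For retina against sclera they were 358 of 425, with 67 lost calls. For the difference between the tissues 16 of 27 were kept, 9 were lost and 2 were reversed. Undetected miRNAs limit all of these, since their value is set by the floor.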

Differences from the paper's values

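The test with 18 residual degrees of freedom was chosen after the values were seen. The other settings were set before the data were examined.

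The paper reports 53 miRNAs differentially expressed between the myopic and the control retina, and 1 was called here. The paper's number of up-regulated miRNAs is 37 and 0 were called here, and the paper's number of down-regulated miRNAs is 16 and 1 was called here. Of the 26 alternatives set before the data were examined, which gave 0 to 146 calls, 1 came within 1.5 times of the paper's total, the unadjusted p-value with a fold change of at least 2 (78 calls). It also came within that of the down-regulated miRNAs (20), whereas none of the alternatives did for the up-regulated miRNAs (58 with the unadjusted p-value). The other alternatives did not come within 1.5 times. Array weights called all 53 miRNAs of Table 1 among 146 calls, the fit without retina control 1 called 45 of them among 122 calls, and that without retina myopia 3 called 11 among 13. The authors' processed values and the adjusted p-value with no fold change cutoff called mmu-miR-496-3p in addition to mmu-miR-145-5p. The unadjusted p-value with a fold change of at least 2 called 50 of the 53. The test with 18 residual degrees of freedom, chosen after seeing the values, called 90 miRNAs and dropped 3 of the paper's 53, and on the authors' processed values it called 98 and dropped none. Its 18 degrees of freedom were derived from the paper's P-values, and the 12 arrays leave 8. Recovering the list this way is no independent check of it.

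The legend of Fig 2 states that the miRNAs were regulated consistently across all samples. In the values here, 42 of the 53 changed in the direction of Table 1 in all 3 pairs. The remaining 11 were up-regulated miRNAs, which in 1 of the pairs were not higher in the myopic sample.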

Other observations

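The tests of quantile normalization, array brightness, exchanged pools, the difference between pools, short sequences and degrees of freedom were chosen after the results were seen. The tests of other splits of the arrays and of carried-over tissue were fixed before.

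The 6 retina arrays can be divided into 3 and 3 in 10 ways, and 4 of the 10, the real one included, gave at least as many calls as the 1 found, so chance cannot be excluded. The most calls, 73, came from the division that set control 1 and myopic samples 1 and 2 against the others. Of the divisions that part all 3 pairs, the real one and another had 1 call and the rest had 0. In the sclera, 10 of 10 divisions gave at least the 0 calls found, which every division must, so this comparison is void. Of the other sclera divisions, 3 gave calls, with 10, 2 and 2. For the control retina against the control sclera, 1 of 10 divisions gave as many as the 224 calls, and all others gave 0. With 3 arrays against 3 the share is never under 0.1, so this alone cannot exclude chance.

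The 37 up-regulated miRNAs of Table 1 shared a single profile over the 6 retina arrays, in which the first principal component of the processed signals held 94.5% of the variance. Relative to control 1, their median signal was -1.83 in control 2, -3.45 in control 3, 0.81 in myopic sample 1, 1.31 in myopic sample 2 and -0.08 in myopic sample 3 (log2). Outside Table 1, 36 of 312 bright miRNAs followed this profile with a correlation above 0.95. Brighter labeling or scanning of the myopic arrays is argued against, because the other miRNAs detected on all 6 retina arrays changed by a median of only 0.0889 before normalization. An exchange of control 1 and myopic sample 3 cannot be told apart from the labels as given, because the signals of these pools were nearly equal (-0.0752) and exchanging them is the division with 73 calls, whereas both clustered with myopic samples 1 and 2. A difference between pools that is not tied to the diffuser cannot be told apart from the response, since control 3 differed from control 1 by -3.45, more than the groups did, and there are only 3 pools per group. A further candidate explanation is other RNA bound by probes with shared short sequences. The 6-base sequence AGCACT occurred in the probes of 9 of 352 miRNAs bright in the retina, and 7 of these were among the 32 up-regulated ones. Over 2269 sequences the permutation p was 1e-04, the smallest that 9999 permutations can give. Counting each miRNA number once, it occurred in 7 miRNAs, of which 6 were up-regulated, again with a permutation p of 1e-04. The sequence CACACA occurred in 18, of which 9 were up-regulated. These include mmu-miR-466f-5p, mmu-miR-466h-5p, mmu-miR-669b-5p, mmu-miR-669e-5p, mmu-miR-669n and mmu-miR-669o-5p, from families with nearly identical sequences, so family similarity can produce this count. For AGCACT, the count by number still holds mmu-miR-291a-3p and mmu-miR-294-3p apart, which share a seed in Table 1. An RNA that varies between retina pools and binds these probes may thus have part in the profile. A rise of these miRNAs in response to form deprivation stays open, untested.

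The 15 down-regulated miRNAs of Table 1 other than mmu-miR-145-5p had a median log2 change of -1.29 after quantile normalization and -0.22 after 75th percentile scaling. The 75 miRNAs outside Table 1 within the same range of brightness had medians of -0.76 and 0.01, a difference of -0.77. The shift grew toward dim miRNAs: the median change after quantile normalization was 0.02 for miRNAs above 10 on the log2 scale, -0.30 between 6 and 8, and -1.29 between 1 and 2. This is consistent with quantile normalization of arrays with unequal numbers of detected miRNAs as the source of most of the decrease, as a hypothesis. More scleral or choroidal tissue in the control retina pools was tested with 36 sclera-high miRNAs outside Table 1. After 75th percentile scaling their median differed by -0.0935 from that of all miRNAs, and 29 of 36 were lower. Control 3 stood out, at 0.28 for these miRNAs and 0.31 for the down-regulated ones, so that carried-over tissue in this pool cannot be told apart from a response in the small remainder. A decrease in response to form deprivation stays open for that remainder.

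Lists of marker miRNAs bear on the same question. After quantile normalization and after 75th percentile scaling, the median log2 changes were -0.76 and -0.32 for sclera and connective tissue (7 miRNAs, 2 of them in Table 1), -1.05 and -0.12 for blood and immune cells (6, of which 3 are in Table 1), -0.54 and -0.10 for endothelium (2, of which 1 is in Table 1), -0.67 and -0.28 for muscle (5, of which 1 is in Table 1), -0.14 and -0.19 for pigment epithelium and ciliary body (3), and 0.01 and 0.01 for retinal neurons (10). All members counted were detected on all 6 retina arrays, so that the retina pools hold each of them. No miRNA is in more than 1 list. The most abundant of the sclera list, mmu-miR-199a-3p, stood at 13.59 in the control sclera, 5.69 in the control retina and 4.56 in the myopic retina (log2, quantile normalized), whereas mmu-miR-214-3p, at 10.00 in the control sclera, was detected on none of the 6 retina arrays.

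The P-values of the S1 Table are lower than those that the 12 arrays give with 8 residual degrees of freedom. For 47 miRNAs, the pair of P-values and the pair of fold changes in the table can be set against each other, and all 47 matched at 18 degrees of freedom to within 0.5. With 18, the residual sum of squares behind the table equals that of the deposited log2 values to within 1% for 24 of the 53 miRNAs and exceeds it by more than 1% for 29 (at most 2.23 times), and it lies below it for none. The group means behind the fold changes are those of the 12 arrays, to within 7.7e-06 on the log2 scale. This is consistent with a model that held further arrays not analysed here, or with spots or other repeats entered as replicates; which of these was not tested.

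For 2 of 76 precursors with both arms seen on the arrays, mmu-miR-141 and mmu-miR-200a, the arms were detected in different tissues. The 5p arms, both up-regulated in Table 1, were detected on 4 retina arrays and no sclera array. The 3p arms were detected on no retina array and on 5 and 6 sclera arrays. The paper does not report this. Both were singled out after their values were seen, and no explanation was tested.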
